# Incubation of methamphetamine craving in punishment-resistant individuals is associated with activation of specific gene networks in the rat dorsal striatum

**DOI:** 10.1038/s41380-024-02455-2

**Published:** 2024-02-14

**Authors:** Atul P. Daiwile, Michael T. McCoy, Bruce Ladenheim, Jayanthi Subramaniam, Jean Lud Cadet

**Keywords:** Neuroscience, Molecular biology, Psychology

## Abstract

Methamphetamine use disorder (MUD) is characterized by loss of control over compulsive drug use. Here, we used a self-administration (SA) model to investigate transcriptional changes associated with the development of early and late compulsivity during contingent footshocks. Punishment initially separated methamphetamine taking rats into always shock-resistant (ASR) rats that continued active lever pressing and shock-sensitive (SS) rats that reduced their lever pressing. At the end of the punishment phase, rats underwent 15 days of forced abstinence at the end of which they were re-introduced to the SA paradigm followed by SA plus contingent shocks. Interestingly, 36 percent of the initial SS rats developed delayed shock-resistance (DSR). Of translational relevance, ASR rats showed more incubation of methamphetamine craving than DSR and always sensitive (AS) rats. RNA sequencing revealed increased striatal Rab37 and Dipk2b mRNA levels that correlated with incubation of methamphetamine craving. Interestingly, Bdnf mRNA levels showed HDAC2-dependent decreased expression in the AS rats. The present SA paradigm should help to elucidate the molecular substrates of early and late addiction-like behaviors.

## Introduction

Methamphetamine (METH) is a highly addictive psychostimulant with a very high prevalence of misuse throughout the world [1]. Many, but not all, METH users meet diagnostic criteria for METH use disorder (MUD) [2–4]. These criteria include excessive drug taking during binges and compulsive METH use despite adverse consequences [2]. Compulsive use is thought to be a fundamental feature of addictive diatheses [5–7]. However, there is no FDA-approved medication to treat individuals with MUD. The development of pharmacological therapeutics against MUD might depend on the elucidation of METH-induced molecular and biochemical changes that occur in various cortical and subcortical brain regions that subserve reward, decision-making, and habit forming [8–16]. The fact that only a subset of METH users meets criteria for MUD [2–4], suggests the presence of differences in the molecular substrates in the reward circuitries that control the development of MUD in various individuals. A brain region of special interest is the dorsal striatum, which serves as a key regulator of habit forming [17] and participates in the development and progression of compulsive drug taking in models of substance use disorders (SUDs) [18–23]. The dorsal striatum might also serve as a node in neuronal pathways involved in the tenacity of misuse of licit and illicit substances despite nefarious consequences associated with their abuse [24]. The role for the dorsal striatum in METH-induced behavioral consequences is supported by observations of epigenetic and transcriptional changes in the dorsal striatum of rats that had self-administered the drug compulsively over several weeks [10, 25–27].

In order to clarify the role of striatal molecular mechanisms in compulsive METH taking, we have conducted studies in rats that meet the DSM5 criterion of compulsive drug taking in the presence of adverse consequences represented by contingent footshocks during METH self-administration (SA) experiments [25, 28–32]. We have reported that rats which continue to take METH compulsively in the presence of footshocks showed greater incubation of METH craving than animals that had suppressed their METH intake [13, 31, 33]. We also found that compulsive SA behaviors are also correlated with differences in the balance between orbitofrontal and prelimbic striatal circuits of rats [30], findings that are clinically relevant in view of the relevance of these circuits in SUDs [34–36]. Moreover, there was differential expression of genes and proteins in the dorsal striatum of compulsive and non-compulsive rats [13, 37], potentially implicating that structure in the behavioral differences observed in these two METH SA phenotypes.

The present study was undertaken to investigate the time course of punishment sensitivity over several weeks and to identify genes and molecular pathways associated with these behaviors by using a genome-wide gene expression platform. Several groups of investigators have used genome-wide approaches to identify genes of interest in animal models of cocaine [38, 39], heroin [16], and morphine [40] use, as well as in the case of psychiatric diseases [41]. Herein, we provide convincing evidence for the existence of rats that develop persistent punishment-resistant METH SA over several weeks. We also report that a subpopulation of rats that had initially suppressed their drug intake in the presence of shocks developed delayed shock resistance (DSR) after 2 weeks of forced abstinence. Global analysis of gene expression by RNA sequencing revealed the presence of many differentially expressed genes (DEGs) in the dorsal striatum of compulsive (addicted) versus non-compulsive (non-addicted) rats. Finally, chromatin immunoprecipitation studies identified HDAC2 as an upstream epigenetic regulator of the expression of some trophic factors including *Bdnf* that had shown decreased expression in the non-compulsive rats.

## Materials and methods

### Animals and intravenous surgery

Male Long Evans rats weighing 350–400 g were purchased from Charles River, USA. They were group-housed with free access to food and water. We performed intravenous surgery as described in our previous publications [28, 42, 43]. More details are provided in *supplementary text section 1*. All animal procedures were approved by the National Institute of Drug Abuse Animal Care and Use Committee (Protocol No. 21-MNPB-10) and conducted according to the Guide for the Care and Use of Laboratory Animals (ISBN 0-309-05377-3).

### METH self-administration

METH dose (0.1 mg/kg/infusion), METH SA training procedures (three 3-h sessions/day separated by a 30-min off interval between each session) for 20 days under a fixed-ratio-1 (FR-1) schedule, footshock phase, and METH seeking tests on withdrawal day 1 (WD1) and 15 (WD15) were performed according to published protocols [13, 28, 44]. As described previously 50% of the reinforced active lever presses resulted in the simultaneous delivery of a 0.5-s footshock through the grid floor [28]. The *always* shock-resistant (ASR) and shock-sensitive (SS) rats were separated as per our previous published studies [28, 33]. The detailed METH SA training procedures are described in *supplementary text section 2*.

At the end of the SA plus contingent sessions, rats underwent METH seeking tests at withdrawal days 1 and 15 (see Fig. 1A). Following these tests, rats were placed back inside their respective SA chambers for a second METH SA training phase that lasted for 12 days (Fig. 1A). During the last 3 days of the second METH training phase, rats were again exposed to contingent footshocks at an intensity of 0.30 mA. Subsequently, rats were removed from the SA boxes and housed individually in the animal vivarium with no access to METH. They then underwent a second set of cue-induced METH seeking on withdrawal days 1 (WD1) and 15 (WD15) in their respective SA chambers.

**Fig. 1:**
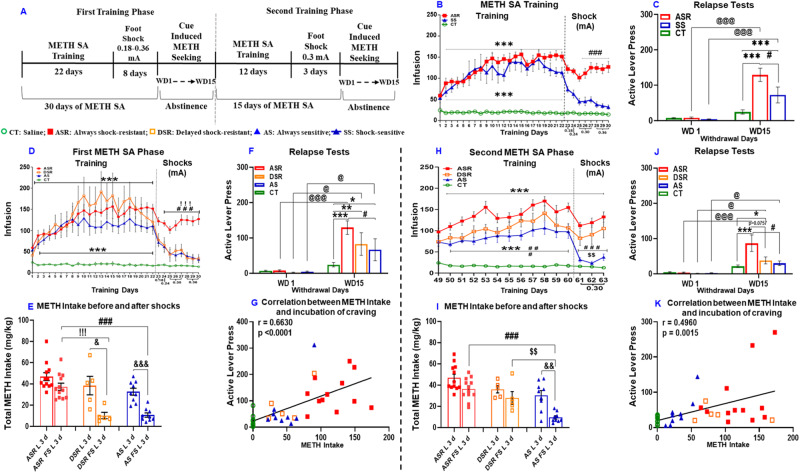
Extended METH self-administration (SA) and contingent footshocks result in compulsive METH taking in a subpopulation of rats. **A** Experimental timeline showing long access METH SA sessions and contingent footshock sessions. Footshocks were administered randomly during 50% of pressing the active lever for METH. **B** During the first phase of the experiment, footshocks reduced lever pressing in shock-sensitive (SS, n = 14) but not in always shock-resistant (ASR, *n* = 12) or compulsive rats. Always shock-resistant (ASR) and shock-sensitive (SS) rats were separated as per our previous published study in which we classified animals as shock-sensitive if they reduced their intake by 60% [33]. **C** Resistant/compulsive rats showed greater incubation of METH craving than SS rats at withdrawal day 15 (WD15) during forced abstinence. **D** SS rats were separated post-facto during the second phase of METH SA training because a subset of the SS rats, now labeled ‘Delayed shock resistance (DSR)’, developed shock-resistance during the second phase of the behavioral experiments. We named the remaining SS rats ‘Always sensitive (AS)’ (see **H**). **E** Footshocks caused marked reduction in METH intake in the sensitive rats during the first phase of footshocks. The figure shows METH intake during the last 3 days of training without shocks (L 3 d) and the last 3 days of the first footshock phase (FS L 3 d). **F** ASR rats showed greater incubation of METH craving in comparison to AS rats but not DSR rats during tests of relapse during the first forced abstinence period. **G** Regression analysis shows a positive correlation between METH intake during first sets of footshock days and active lever responding during the relapse test on WD15 of the first phase of the behavioral experiments. **H** Footshocks reduced lever pressing for METH in the AS rats but not in the ASR and DSR rats. **I** Footshocks reduced METH intake in the AS but not in the ASR and DSR rats. **J** Persistently compulsive SR (ASR) rats continued to show incubation of METH craving in comparison to AS rats during the second set of relapse tests. **K** Regression analysis showed a positive correlation between METH intake during footshock days and active lever responding on the second WD15 relapse test. CT, saline; ASR, always shock-resistant; SS, shock-sensitive, DSR, delayed shock-resistant; and AS, always sensitive rats. Key to statistics: *p < 0.05, **p < 0.01, ***p < 0.001, comparisons between METH groups (ASR, DSR, AS) and controls; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, comparisons between ASR and AS or SS; ! *p* < 0.05, !!*p* < 0.01, !!!*p* < 0.001, comparison between ASR and DSR; $*p* < 0.05, $$*p* < 0.01, $$$*p* < 0.001, comparison between DSR and AS; &*p* < 0.05, &&*p* < 0.01, &&&*p* < 0.001, comparison between before vs after footshocks; @*p* < 0.05, @@*p* < 0.01, @@@*p* < 0.001, comparison between WD1 and WD15.

### Tissue collection

Rats were euthanized 24 h after the drug seeking test on WD15 by rapid decapitation with a guillotine. Using specific neuroanatomical coordinates obtained a rat atlas, dorsal striata (dSTR, A/P + 2 to −2 mm bregma, M/L ± 2 to 5 mm, D/V −3 to −6 mm) were dissected out and immediately snap-frozen on dry ice and stored at −80 °C.

### RNA Sequencing

Total RNA was isolated from the dSTR using Qiagen RNeasy Mini kit (Qiagen, USA) and quantified with nanodrop. RNA integrity (RIN) was checked using the Agilent bioanalyzer 2100. RNA samples with RIN 8 or above were shipped on dry ice to Azenta, Genewiz (USA) for RNA sequencing (More details are provided in s*upplementary text section 3*). RNA sequencing data have been deposited at the NCBI under the accession # GSE220896.

### Quantitative polymerase chain reaction (qPCR)

We used qPCR to validate the changes in expression of several genes of interest identified as differentially expressed in the RNA-Seq analysis. Advantage RT-for-PCR kit (Clontech) was used to reverse transcribed 500 ng of total RNA using oligo dT primers. Using iQ SYBR Green Supermix (Bio-Rad, USA), qPCR was performed with Roche LightCycler 480 II system. The relative mRNA expression was normalized to beta-2-microglobulin (B2M). The qPCR primer sequences used in the study are listed in supplementary Table 1.

### Chromatin immunoprecipitation (ChIP) and PCR

Chromatin immunoprecipitation using an antibody specific for HDAC2 was carried out as per our previously published protocol [45]. More details are also provided in *supplementary text section 4*. Real-time qPCR was also performed with the Roche LightCycler 480 II system using promotor specific ChIP-PCR primers listed in Supplementary Table 1. The primers were procured from the Synthesis and Sequencing Facility of Johns Hopkins University.

### Statistical Analyses

Behavioral mRNA and ChIP-PCR data were analyzed with the statistical program GraphPad Prism 9 using ANOVA with repeated measures and followed by Fishers protected least significant difference (PLSD) test. The detailed statistical analyses are described in *supplementary text section 5*.

## Results

### A subpopulation of rats exhibits compulsive METH taking despite punishment

Figure 1A illustrates the timeline of our behavioral experiment. We analyzed the behavioral data using repeated measures two-way ANOVA with group (saline vs METH) and training days (22 days) as factors. The effects of groups [F (1, 36) = 67.18, *p* < 0.0001], training days [F (21, 756) = 7.411, *p* < 0.0001] and their interaction [F (21, 756) = 8.030, *p* < 0.0001] were significant (Supplementary Fig. 1A). During the first punishment phase, some rats (*n* = 12) exhibited continuous compulsive METH intake despite increasing shock intensity from 0.18 to 0.36 mA over 8 days; these rats were termed always shock-resistant (ASR) or compulsive drug takers (Fig. 1B). The observations of persistent resistance to punishment are comparable to the results of Giuliano et al. (2018) who had reported that compulsive alcohol seeking emerged in a subpopulation of rats in the presence of footshock punishment and persisted for almost a year [46]. In contrast to the punishment-resistant animals, other rats (n = 14) decreased lever pressing during the punishment phase and were named shock-sensitive (SS, *n* = 14) or non-compulsive (Fig. 1B). Rats were classified as shock-sensitive if they reduced their intake by more than 60% [33].

We used these two different METH phenotypes (ASR and SS) to conduct further statistical analysis using two-way ANOVA for the first 22 days of METH SA. The analysis revealed significant effects of training days [F (21, 504) = 17.67, *p* < 0.0001], but no significant effect of groups (ASR, SS) [F (1, 24) = 0.3708, *p* < 0.5483] nor their interaction [F (21, 504) = 1.283, *p* < 0.1798] (Fig. 1B and Supplementary Fig. 1B). When we analyzed the behavior for ASR and SS during the first footshock phase, we observed significant effects of groups [F (1, 244) = 32.53, *p* < 0.0001], footshock days [F (10, 240) = 28.23, *p* < 0.0001] and their interaction [F (10, 240) = 5.493, *p* < 0.0001] (Fig. 1B and Supplementary Fig. 1C).

### Compulsive METH takers showed increased propensity to relapse

At the end of the first punishment phase, rats underwent METH-seeking tests under extinction conditions at withdrawal days (WD) 1 and WD15. Drug or food-seeking has been shown to increase gradually during periods of abstinence, a behavioral phenomenon termed “incubation of craving” [47–49]. These behaviors are measured by recording number of active lever presses in the presence of cues previously paired with METH infusions. Drug-seeking gradually increases during the period of abstinence and is clinically relevant because similar phenomena have been observed in human METH users [50]. Two-way ANOVA revealed significant effects for WD [F (1, 24) = 44.14, *p* < 0.0001], but only a significant trend for groups (CT, ASR, SS) [F (1, 24) = 3.790, *p* = 0.0634] and their interaction [F (1, 24) = 3.790, *p* = 0.0768]. Compulsive rats also displayed higher active lever pressing than non-compulsive rats on WD15 (Fig. 1C).

### Some non-compulsive (SS) rats display compulsive METH use upon re-exposure to punishment after 15 days of forced abstinence

After the first abstinence period, rats were again allowed to self-administer METH. Both ASR and SS rats significantly increased their METH intake over the period of 12 days of METH SA (Fig. 1H). Rats were then re-exposed to a second contingent shock phase (shock intensity of 0.30 mA). As per above, rats that reduced their METH intake by more than 60% were classified as shock-sensitive [33]. Unexpectedly, we found that about 36% (*n* = 5) of the SS rats did not suppress their METH intake as they did during the first footshock phase (Fig. 1D); we labeled these animals ‘delayed shock-resistant’ (DSR) rats (Fig. 1H). The rest of SS rats continued to suppress their METH intake (Fig. 1H) as they did before (Fig. 1D) and we labeled those rats, ‘Always sensitive’ (AS), to separate them from the DSR and the SS rats. Importantly, the initially resistant rats (ASR) continued to self-administer METH in a compulsive fashion despite the footshocks (Fig. 1H).

The behavioral breakdown during the second punishment phase led us to re-analyze the data using saline and three METH self-administering phenotypes (ASR, DSR, and AS) as variables. We found that, during the first 22 days of SA, there were significant effects for groups (ASR, DSR and AS) [F (3, 34) = 23.97, *p* < 0.0001], training days [F (4.054, 137.8) = 21.64, *p* < 0.0001] and group by training days interaction [F (63, 714) = 4.767, *P* < 0.0001] (Fig. 1D).

Analysis of the first punishment phase documented that ASR rats continued to self-administer METH whereas DSR and AS rats decreased their METH intake in the presence of footshocks. ANOVA revealed significant effects for groups (ASR, DSR and AS) [F (2, 23) = 22.67, *p* < 0.0001], footshock days [F (3.562, 81.92) = 5.205, *p* = 0.0014] and their interaction [F (14, 161) = 2.408, *p* = 0.0044] (Fig. 1D). ASR rats showed significant differences in their METH SA in comparison to DSR and AS rats (Fig. 1D). In addition, total METH intake was significantly higher for ASR rats in comparison to DSR and AS rats during the last three days of footshocks (Fig. 1E).

METH seeking behaviors for ASR, DSR and AS rats were measured during forced abstinence. ANOVA revealed significant effects for withdrawal day [F (1, 34) = 42.79, *p* < 0.0001], groups (CT, ASR, DSR, and AS) [F (3, 34) = 5.532, *p* = 0.0033] and their interaction [F (3, 34) = 6.512, *p* = 0.0013]. ASR, DSR, and AS rats significantly increased their active level responding on WD15 in comparison to WD1 (Fig. 1F). ASR rats maintained significantly higher active lever responding in comparison to AS but not DSR rats (Fig. 1F). Regression analysis between METH intake during footshock phase and active lever responses on WD15 revealed a positive correlation (r = 0.6630, *p* < 0.0001) (Fig. 1G).

ANOVA for the second METH SA phase revealed significant effects for groups (CT, ASR, DSR and AS) [F (3, 34) = 40.58, *p* < 0.0001], SA days [F (11, 374) = 19.05, *p* < 0.0001] and SA days x groups interaction [F (33, 374) = 4.963, *p* < 0.0001] (Fig. 1H). The total METH intake was also significantly higher in ASR rats when compared to AS rats (Supplementary Fig. 1D). There were no significant differences in total METH intake between ASR vs DSR for that phase (Supplementary Fig. 1D).

ANOVA for the second punishment phase identified significant effects for groups [F (2, 23) = 19.30, *p* < 0.0001], punishment days [F (1.882, 43.28) = 22.32, *p* < 0.0001] and their interaction [F (6, 69) = 3.374, *p* = 0.0056]. Both ASR and DSR rats continue to self-administer METH despite footshock punishment and self-administered significantly higher METH infusion during the three days of footshocks in comparison to AS rats (Fig. 1H). ASR and DSR had significantly higher total METH intake than AS rats during three days of footshocks (Fig. 1I).

### Persistently compulsive METH takers continued to show greater propensity to relapse

Relapse tests were conducted for a second time after forced abstinence. ANOVA revealed significant effects of withdrawal day [F (1, 34) = 22.58, *p* < 0.0001], groups [F (3, 34) = 3.183, *p* = 0.0362] and their interaction [F (3, 34) = 3.411, *p* = 0.0283]. Post hoc test showed that ASR, DSR and AS rats significantly increased their active level responding on WD15 compared to WD1 (Fig. 1J). ASR rats had significant higher active lever responding on WD15 in comparison to CT and AS animals but not DSR rats (*p* = 0.0757) (Fig. 1J). There were positive correlations between active lever responses on WD15 of the second set of relapse tests against total METH intake during the second footshock phase (Fig. 1K, r = 0.4960, *p* < 0.0015) and total METH intake for all rats throughout the experiment (Supplementary Fig. 1E,r =  0.5170, *p* < 0.0009).

Based on these data, we reasoned that these behavioral differences might be associated with molecular differences in brain regions that subsume habit forming and/or acquisition of sequential behaviors. We thus performed RNA sequencing to identify potential transcriptional changes in the dorsal striatum that might be specifically associated with the different behaviors observed in the three groups of METH rats.

### RNA sequencing identifies specific differentially expressed genes in the dorsal striatum of always-resistant, delayed-resistant, and always-sensitive rats

To identify potential gene networks involved in compulsive and suppressed behaviors in response to punishment, we used RNA sequencing to measure global transcriptional changes in the dorsal striatum (dSTR) of rats euthanized 24 h after the second WD15 relapse test. 

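Dorsal striatal RNA was sequenced from 23 rats, with 1 library per rat, from 6 CT, 6 ASR, 5 DSR and 6 AS rats. The METH groups had self-administered 0.1 mg/kg METH per infusion and the CT rats saline. Training lasted 22 days by the results and the supplementary text and 20 days by the main methods. The METH groups received footshocks rising from 0.18 to 0.36 mA over 8 days in the first punishment phase, and 0.30 mA over 3 days in the second. CT rats received no footshocks by the supplementary text, so the comparisons with CT rats do not separate METH from footshocks. The second self-administration phase lasted 12 days, and the methods place the second footshocks in its last 3 days, whereas the results describe them as following it. The paper counts 26 METH rats in the behavioral experiment and the sample labels 36, both beside 12 saline rats. Each rat is named here by its group and a code that contains the number 7 or 8, which the paper does not explain and which is treated here as a cohort. Cohort 7 gave 4 CT, 3 ASR, 2 DSR and 4 AS rats, and cohort 8 gave 2 CT, 3 ASR, 3 DSR and 2 AS rats.
The authors trimmed the reads, mapped them to the Rnor6.0 genome with STAR, counted uniquely mapped reads in exons with featureCounts, and deposited these raw counts for 32552 genes. Total counts per library ranged from 18967015 to 23248971 in CT rats (median 22238985), from 20946656 to 27767632 in ASR rats (median 24715372.5), from 24588332 to 28137676 in DSR rats (median 25142742) and from 19921481 to 24019678 in AS rats (median 22585854). Every DSR library therefore held more counts than every AS library. The counts were scaled with TMM factors and tested here with edgeR's quasi-likelihood test, with the 4 groups in one fit (19 residual degrees of freedom), whereas the paper used DESeq2. Genes with too few counts were removed with the filterByExpr function of edgeR, which left 16275 genes. The files list genes by Ensembl identifier and do not pair the identifiers with gene symbols, so genes are given here by identifier only. Each library came from its own rat by the sample labels and was counted as a separate replicate. The chi-square per gene between rats ranged from 6.61 to 86.1 over the 55 pairs within groups. Separate rats exceed sampling noise in any case, so these values decide nothing about replication.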

Results of RNA sequencing are illustrated in Fig. 2. Using DESeq2, we performed comparisons of gene expression between eight different pair-wise comparison (ASR vs CT, DSR vs CT, AS vs CT, ASR vs AS, DSR vs AS, ASR vs DSR, AS vs ASR, and AS vs DSR); the results are shown as volcano plots in Fig. 2. 

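Of the 16275 genes tested, about 814 would have an unadjusted p under 0.05 by chance. In ASR vs CT, 800 genes were below this threshold, of which 370 were higher and 430 lower in ASR rats. DSR vs CT gave 753 genes (449 higher and 304 lower in DSR rats) and ASR vs DSR gave 699 (367 higher and 332 lower in ASR rats), so in this fit these 3 comparisons stayed below the number that chance gives. This depended on the fit, since ASR vs CT gave 866 genes with DESeq2 on all groups, 935 with DESeq2 on only the 2 groups compared and 875 with edgeR on only the 2 groups, and ASR vs DSR gave 887 with DESeq2 on only the 2 groups. Random groupings of the rats of the 2 groups compared had median counts of 684 in ASR vs CT, 675 in DSR vs CT and 579 in ASR vs DSR. The real edgeR counts were above these medians, but 43, 43 and 36 of 100 groupings, the real one included, gave as many. With the real groups, AS vs CT gave 3483 genes, or 21.4% of those tested, with 1567 higher and 1916 lower in AS rats. ASR vs AS gave 1408 genes (838 higher and 570 lower in ASR rats), and DSR vs AS gave 4111, or 25.3% (2160 higher and 1951 lower in DSR rats). After Benjamini-Hochberg adjustment over all genes in edgeR's quasi-likelihood test, 0 genes had an adjusted p under 0.05 in any of the 6 comparisons. The smallest adjusted p from this test was 0.0615 in AS vs CT, 0.0993 in DSR vs AS, 0.571 in ASR vs AS, 0.728 in ASR vs DSR, 0.949 in ASR vs CT and 0.982 in DSR vs CT. With DESeq2 fitted to only the 2 groups compared, 1768 genes passed in DSR vs AS, 923 in AS vs CT, 21 in ASR vs AS, 15 in ASR vs CT, 1 in DSR vs CT and 0 in ASR vs DSR. These DESeq2 counts were not compared with random groupings of the rats. In DSR vs AS and AS vs CT, leaving out a single rat moved the adjusted counts further. Without DSR rat Grp8-L9, ASR vs DSR gave 1862 genes with an unadjusted p under 0.05 and DSR vs AS gave 1978 genes with an adjusted p under 0.05 in edgeR's test. Without CT rat Grp7-R5, 1325 genes had an adjusted p under 0.05 in AS vs CT.

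**Figure D1:**
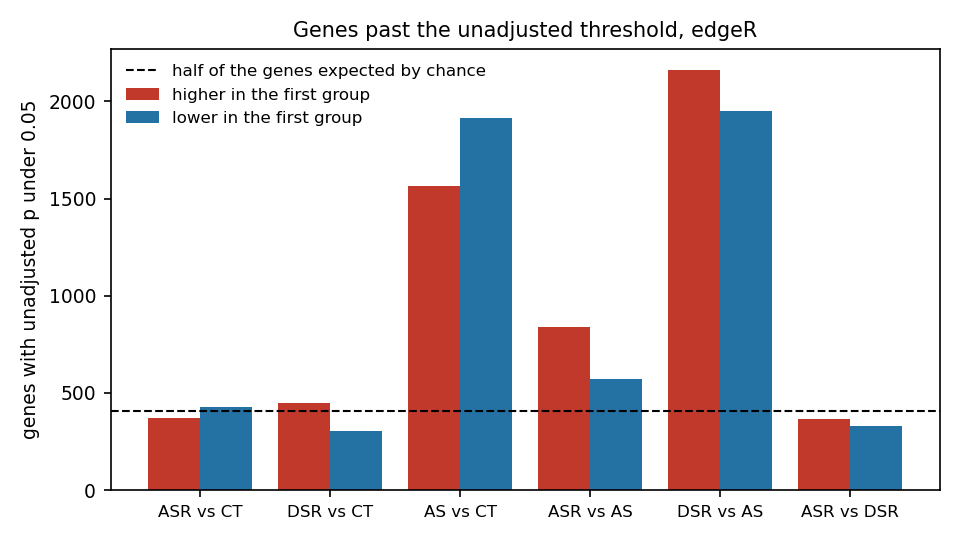
Number of genes with an unadjusted p under 0.05 in each comparison (edgeR, 16275 genes), with red bars for genes higher and blue bars for genes lower in the group named first. The dashed line marks the count that chance gives in each direction, and only AS vs CT, ASR vs AS and DSR vs AS lie above it in both directions.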

Analysis of raw sequencing data using Log2 fold changes and log10 p values revealed the number of genes with higher or lower expression in ASR vs CT (Fig. 2A), DSR vs CT (Fig. 2B), AS vs CT (Fig. 2C), ASR vs AS (Fig. 2D), DSR vs AS (Fig. 2E), ASR vs DSR (Fig. 2F), AS vs ASR (Fig. 2G), and for AS vs DSR (2H) comparisons.

**Fig. 2:**
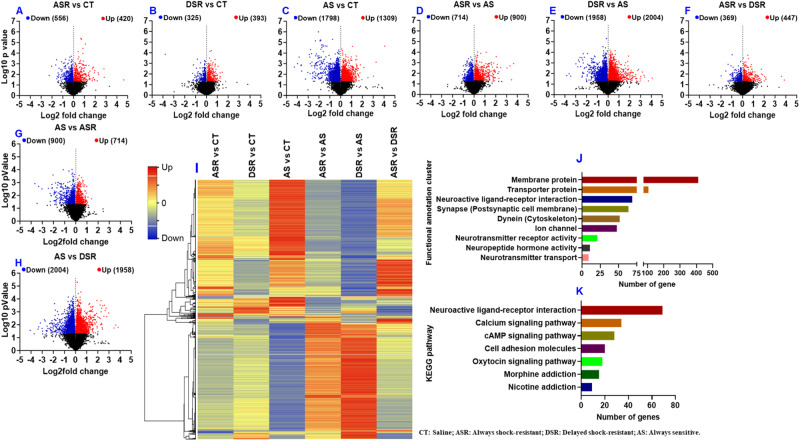
RNA sequencing revealed large-scale changes in gene expression in the dorsal striatum. Analysis of raw sequencing data using Log2 fold changes and log10 *p* values revealed many differentially expressed genes in pairwise comparisons shown as volcano plots: (**A**) ASR vs CT, (**B**) DSR vs CT, (**C**) AS vs CT, (**D**) ASR vs AS, (**E**) DSR vs AS, (**F**) ASR vs DSR, (**G**) AS vs ASR and (**H**) AS vs DSR. **I** Hierarchical clustering of 1194 differentially expressed genes across six pair-wise comparisons. The red color represents over-expressed genes, the blue color represents genes with reduced expression, while the yellow color represents genes with no changes in expression. **J** Functional gene clusters and (**K**) KEGG analysis show pathway distribution of differentially expressed genes according to DAVID.

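The rule for naming genes that was fixed before the data were examined needed gene symbols, which the files do not give, and so selected no gene. The following genes were chosen after their values were seen, as those with the smallest p in DSR vs AS among genes with at least 1.5-fold change. The same number was taken from the genes higher and from the genes lower in DSR rats, so the balance of directions follows from the choice. No other gene in the files overlaps any of them on Rnor6.0. Levels are given as CPM, the count of a gene relative to the TMM-scaled library size. ENSRNOG00000039241 lies on chromosome 1 from 182085899 to 182140570 on the minus strand. Its expression was 8.04 ± 1.01 CPM (SD, n = 5) in DSR rats and 5.05 ± 0.549 (SD, n = 6) in AS rats, a log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.0993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every DSR rat was above every AS rat (two-sided exact permutation test, p = 0.00216, the smallest p that these group sizes allow). Since the genes were picked for a small p in this comparison, the separation and the permutation p of each follow from the choice and are no independent test. ENSRNOG00000025111, on chromosome 1 from 88885937 to 88892615 on the plus strand, was higher in DSR rats by a log2 fold change of 0.66 (standard error 0.13), at 2.2 ± 0.403 CPM (SD, n = 5) against 1.39 ± 0.0987 (SD, n = 6) in AS rats. Its level in CT rats, 2.32 ± 0.243 (SD, n = 6), was within the spread of that in DSR rats, with a log2 fold change of -0.07 in DSR vs CT (standard error 0.13). The largest drop of the 4 genes was that of ENSRNOG00000030541, on chromosome 10 from 14519164 to 14528277 on the plus strand, with a log2 fold change of -1.74 (standard error 0.38). It rested on few counts, from 1 to 9 per DSR library and from 8 to 28 per AS library (two-sided exact permutation test, p = 0.00433). ENSRNOG00000016432, on chromosome 2 from 252500146 to 252505971 on the minus strand, had a log2 fold change of -1.04 (standard error 0.24) and from 12 to 24 counts per DSR library against 22 to 57 per AS library. Its log2 fold change was -0.83 without AS rat Grp7-R9, whose level was the highest. All 4 genes had the same adjusted p of 0.0993 in edgeR's test. From these comparisons, the paper states that RNA sequencing revealed large-scale changes in gene expression in the dorsal striatum.

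**Figure D2:**
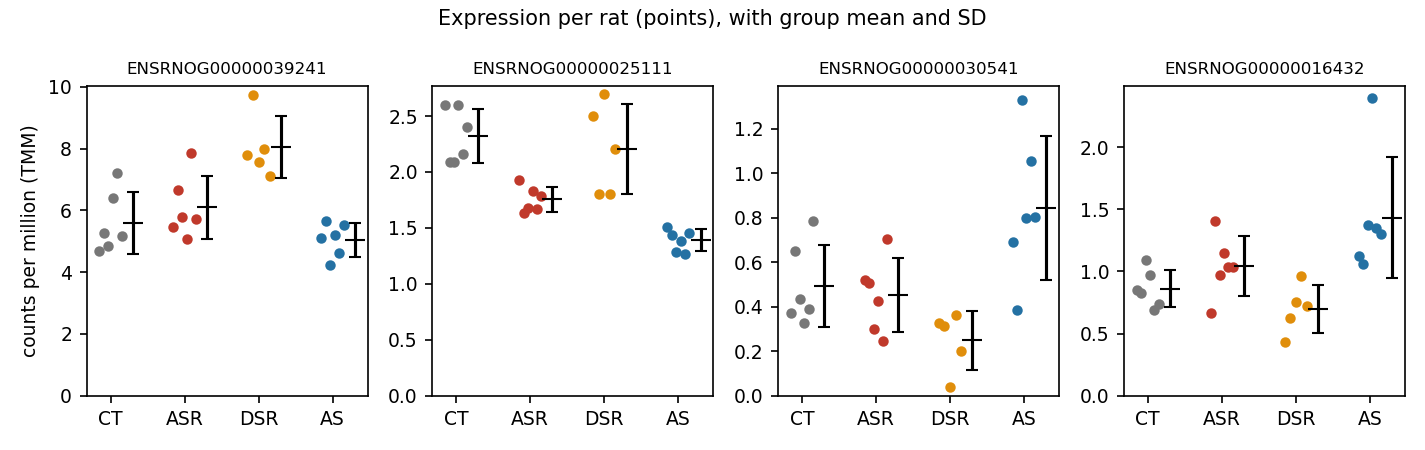
Expression of the 4 genes in CPM (TMM-scaled, y axis) for each rat (points), with the group mean and SD (bars), in CT, ASR, DSR and AS rats. The first 2 genes are higher and the last 2 lower in DSR than in AS rats, and the last 2 lie mostly near or below 1 CPM.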

We also used a more restrictive cut-off of equal or greater than 1.5-fold (*p* = 0.05) and used Qiagen Ingenuity Pathway software to identify gene networks that might have been affected in the different groups of METH rats. 

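With the threshold of at least 1.5-fold change and an unadjusted p under 0.05, ASR vs CT gave 191 genes, 119 higher and 72 lower in ASR rats. DSR vs CT gave 117 genes (67 higher and 50 lower in DSR rats), AS vs CT gave 738 (297 higher and 441 lower in AS rats), and ASR vs AS gave 286 (209 higher and 77 lower in ASR rats). DSR vs AS gave 854 genes, with 448 higher and 406 lower in DSR rats, and ASR vs DSR gave 136, with 85 higher and 51 lower in ASR rats. The union of the 6 comparisons held 1414 genes. The supplementary text gives the threshold as a log fold change over 1.5. Read as a log2 fold change over 1.5, it left 107 genes in the union. Without the filter on low counts, the union held 3266 genes. Leaving out 1 rat at a time moved the union from 1173 to 1926 genes.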

The number of differentially impacted genes is provided for ASR vs CT, DSR vs CT, AS vs CT, ASR vs AS, DSR vs AS, and ASR vs DSR in the Venn diagrams (Supplementary Fig. 2A, B) and the changes in the expression of these 1194 genes are illustrated in the hierarchical clustering heat-map shown in Fig. 2I.

The Database for Annotation, Visualization and Integrated Discovery (DAVID) was also used to generate functional annotation and clustering for these 1194 differentially expressed genes (DEGs). Functional gene clusters and KEGG pathways are illustrated in Figs. 2J, K. IPA network for the ASR vs CT, DSR vs CT and AS vs CT comparisons were shown in Fig. 3A, B, and C.

**Fig. 3:**
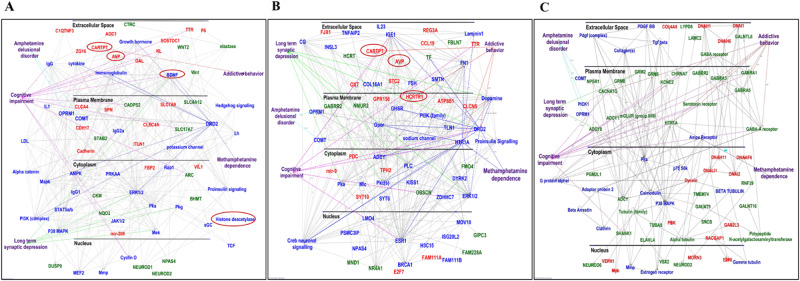
Ingenuity pathway analysis (IPA) identifies several networks of DEGs in compulsive and non-compulsive METH takers in comparison to the control groups. **A** Pathways and genes significantly enriched in the ASR vs CT comparison. **B** Pathways and genes significantly enriched in the DSR vs CT comparison. **C** Pathways and genes significantly enriched in the AS vs CT comparison. The red color indicates upregulated genes, the green color represents downregulated genes, and the blue color represent interacting gene partners.

### Specific striatal genes are differentially expressed in rats prone to relapse

One of the important problems associated with the clinical course of MUD is frequent relapses. Relapses have been modeled in animal models using the incubation of drug craving paradigm [43, 47, 48, 51, 52]. In our study, ASR rats showed greater incubation of METH craving that the DSR and AS rats. 

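Genes with at least 1.5-fold higher expression in ASR rats and an unadjusted p under 0.05 were compared across the 3 comparisons that involve ASR rats. Of the 119 such genes in ASR vs CT, 85 in ASR vs DSR and 209 in ASR vs AS, 88 were higher only against CT, 57 only against DSR and 197 only against AS rats. Against both CT and DSR rats 23 genes were higher, against both CT and AS rats 7, and against both DSR and AS rats 4. A single gene, ENSRNOG00000042149, was higher in all 3 comparisons. It lies on chromosome 4 from 56748494 to 56750567 on the plus strand and is named here after its values were seen. Its level was 0.872 ± 0.259 CPM (SD, n = 6) in ASR rats, 0.542 ± 0.143 (SD, n = 6) in CT rats, 0.512 ± 0.257 (SD, n = 5) in DSR rats and 0.514 ± 0.172 (SD, n = 6) in AS rats, from 6 to 30 counts per library. Its log2 fold change was 0.70 in ASR vs CT (standard error 0.30, adjusted p = 0.949 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the ranges of the groups overlapped. The number of genes higher in all 3 comparisons went from 0 without CT rat Grp7-R5 to 7 without ASR rat Grp7-R10.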

We used pairwise comparisons to identify genes that were uniquely expressed in ASR rats in comparison to other groups (Fig. 4A). Among these genes are *Mybpc1, Dipk2b, Rab3, and Tnfsf8*. 

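The 57 genes that were higher only in ASR vs DSR had a median log2 fold change of 0.823 and a median expression of 0.76 CPM. The smallest adjusted p among them in edgeR's test was 0.846. Leaving out single rats moved this count from 40 without DSR rat Grp7-R7 to 311 without DSR rat Grp8-L9, and it was 98 without ASR rat Grp8-R7.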

Figure 4B illustrates IPA analysis for genes uniquely found in ASR vs DSR. 

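The 197 genes that were higher only in ASR vs AS had a median log2 fold change of 0.845, and their smallest adjusted p in edgeR's test was 0.571. Of these 197 genes, 157 were also at least 1.5-fold higher in DSR than in AS rats with an unadjusted p under 0.05, a comparison that does not enter Fig. 4A, or 79.7%. Both comparisons share the AS libraries. When the 17 other rats were regrouped at random against the same AS rats, this share had a median of 60%, and 23 of 100 groupings, the real one included, had a share as high. Their number was 394 without AS rat Grp7-L10 and 133 without ASR rat Grp7-L4.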

Supplementary Fig. 3B, C also show IPA analyses for the 180 unique genes in the ASR vs AS comparison. The DEGs uniquely impacted in the ASR groups participate in learning, cognition, addictive behavior, and METH dependence. These results are consistent with behaviors like cognitive impairments reported in patients with diagnosis of MUD [53].

**Fig. 4:**
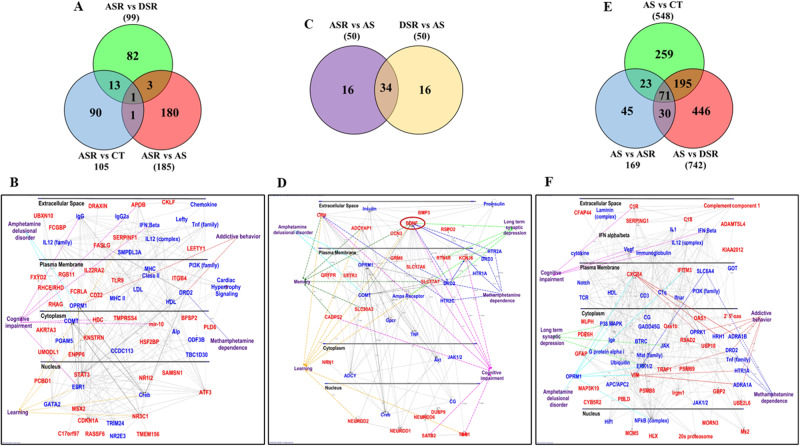
IPA analysis of unique DEGs in the dorsal striatum of ASR, DSR, and AS rats. The Venn diagram in (**A**) illustrates common and unique upregulated gene between 3 pairwise comparisons ASR vs (CT, DSR and AS). **B** Networks significantly enriched among 82 unique genes in the ASR vs DSR comparison. **C** The Venn diagram illustrates the distribution of 50 genes with the highest fold in the ASR compared to DSR or AS rats. **D** IPA analysis shows that 34 shared between ASR vs AS and DSR vs AS comparisons are involved in processes that mediate memory, learning, cognition, and METH dependence. Cognitive impairments are common in patients with MUD. **E** The Venn diagram illustrates the number of genes that are commonly and uniquely located in 3 pairwise comparisons of AS vs (CT, ASR and DSR). **F** IPA shows networks involving 101 genes that are common in AS vs CT, AS vs ASR, and AS vs DSR comparisons (71 genes) and in AS vs ASR and AS vs DSR comparisons (31 genes). These genes are involved in amphetamine delusional disorder, cognitive impairments, and addictive behaviors. The red color indicates upregulated genes, and the blue color represents interacting genes.

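The 50 genes with the largest fold change in ASR vs AS and the 50 in DSR vs AS were taken from the genes with an unadjusted p under 0.05 in each comparison, and 29 genes were in both lists. Their log2 fold changes ranged from 1.25 to 3.23 in ASR vs AS (median 1.58) and from 1.46 to 2.95 in DSR vs AS (median 1.78). They were lowly expressed, with a median of 0.943 CPM. In 3 of the 29 genes every ASR rat was above every AS rat, and in 3 of the 29 every DSR rat was above every AS rat. Chance gives 0.108% and 0.216% of genes that were not selected, but these 29 genes were selected for a difference between these groups, so those shares are no reference for them. Both comparisons share the AS libraries, which raises their overlap. When the 17 rats outside the AS group were regrouped at random 100 times, the real grouping included, and compared with the same AS rats, the 2 lists shared a median of 27 genes, and 37 of the 100 groupings shared 29 or more. Without the filter on low counts, 8 genes were shared. CT rats, which enter neither contrast, had a mean z score over these genes from -0.615 to 1.148. The ASR rats (-0.463 to 1.063) and the DSR rats (-0.352 to 1.072) lay within that range. AS rats ranged from -1.285 to -0.392, and every CT rat except Grp7-R5 lay above all of them. Low AS values are favoured by the choice of genes. Over these genes the resistant rats were not set apart from CT rats.

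**Figure D3:**
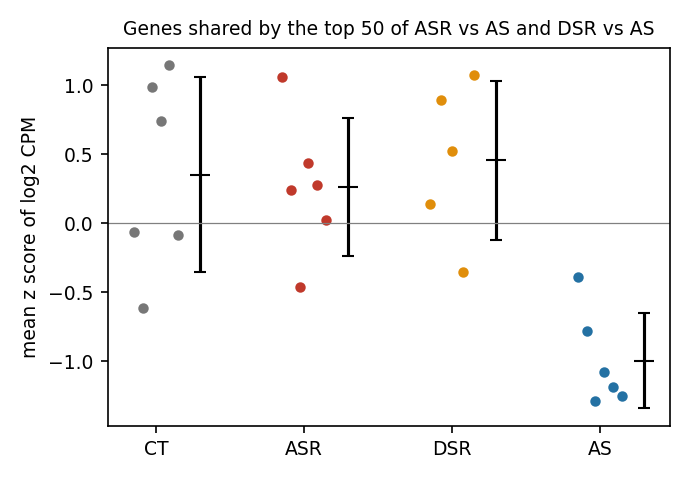
Mean z score of log2 CPM over the 29 genes shared by the top 50 of ASR vs AS and of DSR vs AS (y axis), for each rat (points), with group mean and SD (bars). The genes were chosen for being lower in AS than in ASR and DSR rats, so that difference is built in. The CT rats spread from -0.615 to 1.148, and the ASR and DSR rats lie within that range.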

Figure 4C shows 34 genes with higher expression that were common in the ASR and DSR groups in comparison to the AS group. Figure 4D and Supplementary Fig. 4 illustrate the involvement of several of these genes in learning and memory formation, cognitive processes known to be impaired in MUD patients [53].

### Specific striatal genes are differentially expressed in always sensitive (AS) rats

We also sought to identify genes that were impacted in the always sensitive (AS) rats. We used the following comparisons: AS vs CT, AS vs ASR, and AS vs DSR, and identified 71 common that had higher expression in the AS group in comparison to the other group (Fig. 4E). These genes included *Kcnk16*, *Cfap43*, *Cfap44*, *DnaH1*, *DnaH7*, *and DnaI2*, among others. 

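Genes with at least 1.5-fold higher expression in AS rats and an unadjusted p under 0.05 were intersected over the 3 comparisons, and 15 were higher in AS than in CT, ASR and DSR rats. Their median log2 difference was 0.842 against CT, 0.746 against ASR and 0.955 against DSR rats, at a median of 2.43 CPM. The smallest adjusted p among them in edgeR's test was 0.0703 against CT, 0.571 against ASR and 0.0993 against DSR rats. In 0 of the 15 genes was every AS rat above every other rat. The AS libraries enter all 3 comparisons. Regrouping the 17 other rats at random against the same AS rats gave a median of 17 such genes, and 67 of 100 groupings gave 15 or more. Another 112 genes were higher against CT and DSR but not ASR rats, and 12 against CT and ASR but not DSR rats. Only against CT rats 158 genes were higher, only against ASR rats 44 and only against DSR rats 273. With edgeR fitted to only the 2 groups compared, 30 genes were higher in all 3 comparisons, and without the filter on low counts 41 were. The number was 37 without ASR rat Grp7-R4 and 8 without ASR rat Grp8-R7.

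**Figure D4:**
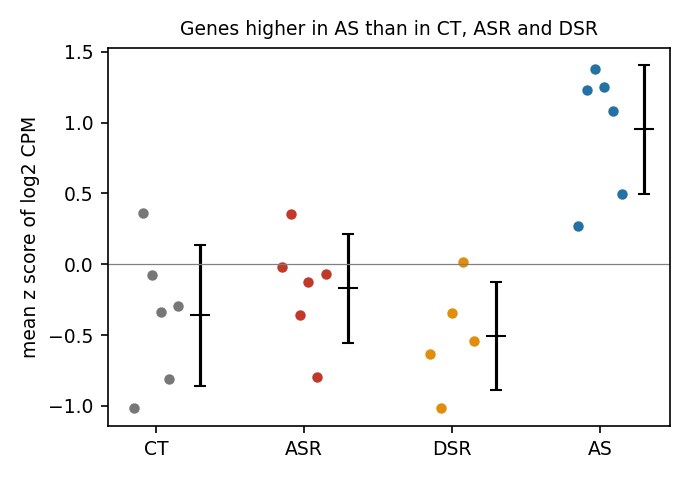
Mean z score of log2 CPM over the 15 genes higher in AS than in CT, ASR and DSR rats (y axis), for each rat (points), with group mean and SD (bars). The genes were chosen for this difference, and AS rats range from 0.27 to 1.38 against a highest value of 0.364 in CT rats.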

Thirty genes with higher expression in the AS in comparison to ASR and DSR groups are also shown in Fig. 4E). 

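By the same thresholds, 6 genes were higher in AS than in ASR and DSR rats but not than in CT rats. Their median log2 difference was 0.763 against ASR and 0.755 against DSR rats, and their median expression was 0.586 CPM. Against CT rats their median absolute log2 difference was 0.558, a value that does not give the direction. In edgeR's test their smallest adjusted p was 0.571 against ASR and 0.11 against DSR rats, and in 0 of the 6 genes was every AS rat above every ASR and DSR rat. Random regroupings of the 17 other rats against the same AS rats gave a median of 21 such genes, and 99 of 100 gave 6 or more. There were 14 such genes without ASR rat Grp7-R4, 3 without DSR rat Grp7-R7, and 30 without the filter on low counts.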

We reasoned that these genes might be involved in inhibiting drug taking behaviors in the presence of adverse consequences. The IPA analysis showed the involvement of some of these genes in learning, cognition, depression, delusional disorder, and addictive behavior (Fig. 4F).

### PCR validation of some genes identified by RNA sequencing analysis

We opted to use quantitative PCR to validate the expression of some of the genes of interest identified in the RNA sequencing data (Fig. 5). ASR rats displayed significant higher levels of *Rab37* [F (3, 19) = 14.68, *p* < 0.0001] (Fig. 5A), *Dipk2b* [F (3, 19) = 10.45, *p* = 0.0003] (Fig. 5B), and *Mybpc1* [F (3, 19) = 5.733, *p* = 0.0057] (Fig. 5C) than CT, DSR, and AS. In contrast, *Tnfsf8* expression was decreased [F (3, 19) = 9.230, *p* = 0.0006] (Fig. 5D) in ASR in comparison to CT, DSR, and AS rats. Another member of the *Dipk2b* family, *Dipk2a* showed increased [F (3, 19) = 5.610, *p* = 0.0063] (Fig. 5E) expression in DSR compared to CT and AS. In addition, mRNA levels for *Mybpc3* [F (3, 19) = 5.346, *p* = 0.0077] (Fig. 5F), but not of Mybpc2 (data not shown), were significantly increased in ASR and DSR rats. Because a previous paper had reported that *Mybpc1* was expressed in VIP-expressing interneurons [54], we measured *Vip* mRNA levels and found significant increases [F (3, 19) = 8.871, *p* = 0.0007] only in DSR rats (Fig. 5G).

**Fig. 5:**
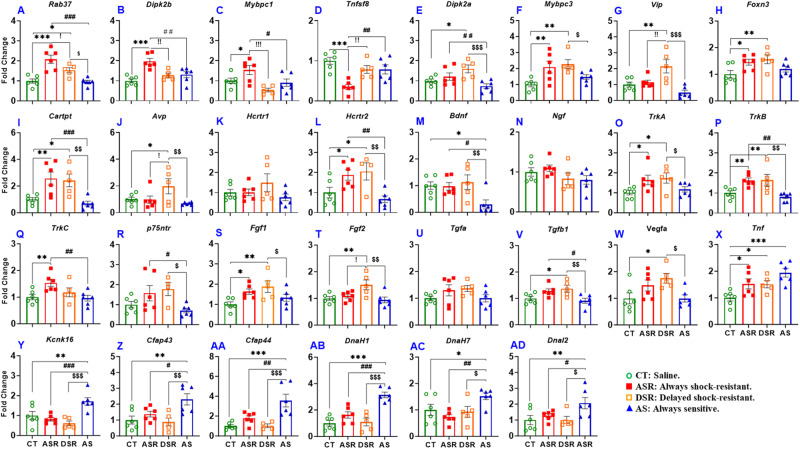
PCR validation of genes identified by RNA sequencing analysis as differentially expressed in various pairwise comparisons between the four groups of rats. Expression of (**A**) *Rab37*, (**B**) *Dipk2b*, (**C**) *Mybpc1*, (**D**) *Tnfsf8*, (**E**) *Dipk2a*, (**F**) *Mybpc3*, (**G**) *Vip*, (**H**) *Foxn3*, (**I**) *Cartpt*, (**J**) *Avp*, (**K**) *Hcrtr1*, (**L**) *Hcrtr2*, (**M**) *Bdnf*, (**N**) *Ngf*, (**O**) *TrkA*, (**P**) *TrkB*, (**Q**) *TrkC*, (**R**) *p75ntr*, (**S**) *Fgf1*, (**T**) *Fgf2*, (**U**) *Tgfa*, (**V**) *Tgfb1*, (**W**) *Vegfa*, (**X**) *Tnf*, (**Y**) *Kcnk16*, (**Z**) *Cfap43*, (**AA**) *Cfap44*, (**AB**) *DnaH1*, (**AC**) *DnaH7*, and (**AD**) *DnaI2* in CT, saline; ASR, always shock-resistant; DSR, delayed shock-resistant; and AS, always sensitive rats. Key to statistics: *p < 0.05, **p < 0.01, ***p < 0.001, comparisons between METH groups (ASR, DSR, AS) and controls (CT); #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, comparison between ASR and AS; ! *p* < 0.05, !!*p* < 0.01, !!!*p* < 0.001, comparison between ASR and DSR; $*p* < 0.05, $$*p* < 0.01, $$$*p* < 0.001, comparison between DSR and AS.

Regression analysis between active lever presses in the second WD15 relapse test and PCR-validated genes revealed positive correlations for *Dipk2b* (r = 0.4514, *p* = 0.0306) and *Rab37* (r = 0.5614, *p* = 0.0053) and a negative correlation for *Tnfsf8* (r = −0.4368, *p* = 0.0371) (Supplementary Fig. 5A, B, and C, respectively).

We also used PCR to validate *Foxn3*, *Cartpt*, *Avp*, and *Hcrtr* whose mRNA levels were increased in both compulsive ASR and DSR rats in comparison CT and AS animals (Fig. 3, A, B). These are shown in Fig. 5H–L.

Striatal *Bdnf* mRNA levels showed decreased [F (3, 19) = 4.397, *p* = 0.0165] mRNA expression in AS rats in comparison to the other groups, consistent with the RNA-Seq data (Fig. 5M). Although they were not identified in the RNA sequencing analysis, we opted to measure the expression of some other trophic factors, because members of these trophic factors have been implicated in various SUDs [37, 42, 55, 56]. Changes in their expression might also be related to relapse [57]. The results for these including for Fgf1 and Fgf2 are shown in Fig. 5N–X (see below for statistical analyses). Interestingly, AS rats also exhibited significant increases in *Kcnk16*, *Cfap43*, *Cfap44*, *DnaH1*, *DnaH7*, *and DnaI2* mRNA levels in comparison to the other groups (Fig. 5Y–AD), suggesting that their increased expression might be related to suppression of METH taking behaviors in the presence of punishment and/or decreased propensity to relapse.

### Trophic factor-related genes are differentially expressed in compulsive METH users

As mentioned above, there were significant decreases in *Bdnf* (Fig. 5M) expression in the AS METH groups. In order to provide a more panoramic view of potential changes in these families of trophic factors in the METH groups, we used quantitative PCR to measure the expression of some members of the FGF family of genes that have been reported to be impacted in other models of addiction [42, 58]. *Fgf1* mRNA levels were increased [F (3, 19) = 4.429, *p* = 0.0160] in both ASR and DSR phenotypes (Fig. 5S). *Fgf2* was increased significantly [F (3, 19) = 5.016, *p* = 0.0100] in DSR (Fig. 5T). Elevated levels of *Tgfb1* [F (3, 19) = 4.936, *p* = 0.0106] were seen in DSR and ASR in comparison to AS (Fig. 5V). Moreover, DSR rats showed significantly higher [F (3, 19) = 3.896, *p* = 0.0252] *Vegfa* mRNA levels in comparison to AS and control rats (Fig. 5W). *Tnf* mRNA levels were significantly increased [F (3, 19) = 6.547, *p* = 0.0032] in ASR, DSR, and AS in comparison to CT rats (Fig. 5X). In contrast, *Tgfa* (Fig. 5U)*, Egf, Igf1, Tgfb2, Tgfb3*, and *Fgf9* mRNAs were not impacted by METH SA and shocks (data not shown).

### The expression of trophic factor genes is regulated by HDAC2 recruitment at their promoters

IPA analysis had revealed a potential involvement of histone deacetylases in the regulation of some genes relevant to compulsive drug taking and/or abstinence (see Fig. 3). We had also shown previously that HDAC2 participated in the regulation of METH-induced changes in gene expression in mice [59, 60]. We thus decided to further test the role of HDAC2 in the regulation of some genes of interest by performing chromatin immunoprecipitation (ChIP) followed by qPCR. There were significant decreases [F (3, 24) = 3.040, *p* = 0.0484] in HDAC2 binding at the VIP promoter regions in ASR and DSR (Fig. 6A); these results are partially consistent with the mRNA data that showed increased VIP expression in DSR rats. There were also significant decreases [F (3, 20) = 3.167, *p* = 0.0469] in HDAC2 binding at the *AVP* promoter sequence in the ASR and DSR groups (Fig. 6B) in a manner consistent with the mRNA data (see Fig. 5J). HDAC2 binding at HCRTR2 was also increased [F (3, 17) = 5.026, *p* = 0.0113] in ASR and DSR (Fig. 6C).

**Fig. 6:**
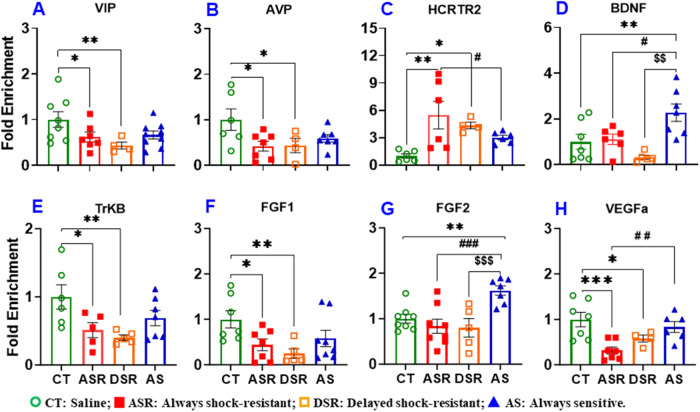
Chromatin immunoprecipitation (ChIP) using a specific HDAC2 antibody identifies several HDAC2-regulated genes in the ASR, DSR, and AS rats. Fold enrichment of: (**A**) VIP, (**B**) AVP, (**C**), HCRTR2, (**D**) BDNF, (**E**) TrkB, (**F**) FGF1, (**G**) FGF2, (**H)** VEGFa. CT, saline; ASR, always shock-resistant; DSR, delayed shock-resistant; and AS, always sensitive rats. Keys to statistics are as described in Fig. 5.

Interestingly and importantly, we found significantly increased [F (3, 21) = 6.889, *p* = 0.0021] HDAC2 enrichment at the BDNF promoter sequence in AS animals (Fig. 6D); these observations are consistent with the decreased *Bdnf* mRNA levels in the same rats (Fig. 5M*)*. There was also decreased [F (3, 19) = 40142, *p* = 0.0204] HDAC2 enrichment at the TrkB promoter sequence for ASR and DSR (Fig. 5E), in a manner consistent with the increased mRNA levels in those groups. Other genes for trophic factors showed some interesting changes at their promoters, with FGF1 showing decreased [F (3, 23) = 3.484, *p* = 0.0322] HDAC2 binding for ASR and DSR rats (Fig. 6F) consistent with FGF1 mRNA levels (Fig. 5S), FGF2 showing significantly increased [F (3, 24) = 7.403, p = 0.0011] HDAC2 binding in AS rats (Fig. 6G), and VEGFa showing decreased [F (3, 20) = 6.691, *p* = 0.0026] HDAC2 recruitment in the ASR and DSR (Fig. 6H) groups. The ChIP-PCR data are therefore consistent with the mRNA data (Fig. 5W).

## Discussion

The primary aim of the present study was to assess the longitudinal course of compulsivity and/or abstinence in METH SA rats in response to footshock punishment and to measure the rats’ propensity to relapse during forced abstinence. A secondary aim was to measure global gene expression in the dorsal striatum of the METH SA rats in order to identify specific networks of genes that might be associated with the different behavioral phenotypes. The study confirmed the existence of rats that displayed compulsive METH taking throughout the behavioral experiment despite punishment. These differential responses to METH SA and punishment are consistent with the accumulated evidence that rats show individual differences in their responses to psychostimulants like cocaine and the amphetamines [61–65]. The individual responses to drug self-administration become more prominent in the presence of contingent footshocks [62, 66]. In addition, we found, for the first time, that thirty-six (36%) percent of rats that were initially punishment-sensitive became compulsive METH takers after a second round of METH SA. As previously reported [31, 33], persistently compulsive rats showed significantly higher incubation of METH craving than non-compulsive rats, suggesting that different molecular mechanisms were in play in the brains of these rats. Our RNA sequencing data which identified several genes whose mRNA levels were impacted differentially in the ASR, DSR, and AS rats support this notion, with *Dipk2b* and *Rab37* mRNA levels showing significant positive correlation with incubation of METH craving.

### Development of early and late compulsive behaviors

Rats that showed resistance to footshocks during the first phase of the behavioral experiment remained punishment-resistant even after a period of 2 weeks of forced abstinence. Interestingly, some punishment-sensitive rats became resistant to the footshocks during the second phase of the experiment, supporting the notion that some individuals may be more sensitive to the addictive effects of amphetamine-type substances [67, 68]. The development of delayed resistance to shocks is like the resurgence of behaviors that had been suppressed by punishment or other means [69–74]. Our results are also consistent with the data of Kashani et al. (1987) who had reported that several of their patients had developed SUDs earlier than other patients [75]. Moreover, our behavioral data are compatible with the documentation of two multi-dimensional subtypes of patients who suffer from SUDs [76] including alcohol [77], cocaine [78], and METH [79] use disorders. Altogether, these findings support clinical observations that subpopulations of patients who misuse psychostimulants do exhibit variable clinical courses which might be secondary to different molecular mechanisms. This reasoning suggests the possibility of different approaches to mitigate relapses [72, 73, 80].

### Persistent compulsive METH-taking behavior and proneness to relapse

Rats that showed persistent resistance to punishment throughout the experiment also exhibited greater incubation of METH craving as previously reported [31, 37, 59]. Unexpectedly, rats that developed delayed compulsive METH-taking behaviors during the second set of footshocks failed to show incubation of METH craving as seen in the persistently compulsive rats (see Fig. 1J). These differences in behaviors are supported by the RNA sequencing data that identified genes whose mRNA levels were altered only in the persistently compulsive rats (see Fig. 5A–D). These DEGs include *Dipk2b*, *Rab37*, and *Mybpc1* that showed increased mRNA levels, changes that are correlated to the magnitude of lever pressing for METH during the second set of relapse tests (Supplementary Fig. 5A, B, and D). Dipk2b has been reported to alter neuronal cellular secretory pathways that are involved in autism [81, 82] while RAB37 is known to participate in membrane trafficking and in the regulation of TIMP1 exocytosis [83]. Mybpc1 is thought to contribute to changes in synaptic plasticity [54], which is thought to be an important mediator of the impact of rewarding substances on the brain [7–9, 11]. More experiments, in which the expression of these genes is manipulated, are needed to identify the specific roles that they might play in the development of compulsive METH taking behaviors and incubation of METH craving.

### Delayed METH taking and molecular mechanisms

We identified significant increases in *Dipk2a*, *Avp*, *Fgf2*, *Tgfb1* and *Vegfa* mRNA levels in the dorsal striatum of rats that show delayed resistance to footshocks after METH SA behaviors were suppressed by punishment. The changes in *Avp* mRNA levels are of interest because AVP is known to regulate stress-related behaviors [84, 85] and has been implicated in the development of substance use disorders [86]. The present observations are consistent with those of other studies that had documented increased *Avp* mRNA expression in the nucleus accumbens after exposure to METH [45, 87] and in the amygdala after heroin SA and footshocks [88].

There is some documentation of the participation of trophic factors in the manifestation of drug-taking behaviors. For example, the role for *Fgf2* in SUDs has been well documented [58]. Interestingly, oxycodone self-administering rats showed higher *Fgf2* levels in the dorsal striatum after a month of withdrawal [42]. Of related interest, endogenous FGF2 expression is necessary for the development of sensitization to amphetamine [89]. In addition, the expression of another trophic factor, *Vegfa*, identified in our present study was also increased in the nucleus accumbens of rats after 4 weeks of cocaine administration [90]. Moreover, plasma TGF-beta1 levels were reported to be increased in patients with alcohol use disorders [91]. Altogether, these observations support the idea of the involvement of trophic factors in several models of SUDs.

### Non-compulsive behavior and potential therapeutic approaches

Identifying genes and molecular mechanisms involved in METH addiction is necessary because there is presently no FDA-approved medication for MUD. In the present study, we observed increases in the mRNA levels of potassium channel *Kcnk16*, cilia and flagella associated protein 43 (*Cfap43)* [92], and dynein *(DnaH1, DnaH7, and DnaI2)* [93–96] in the subpopulation of METH SA rats that always reduced their METH intake in the presence of punishment. The increased expression of *Kcnk16* is consistent with the results of our previous experiments in which we also identified increased mRNA expression of potassium channels in shock-sensitive rats [28]. These changes are consistent with findings that potassium channel activators can reduce the intake of rewarding substances (reviewed in 95). Although the potential roles of dynein have not been investigated extensively in models of SUDs, it was recently reported that rats which were chronically injected with heroin showed decreased cortical dynein protein expression [96]. It remains to be determined to what extent manipulations of these genes might influence METH self-administration in the presence of adverse consequences.

### HDAC2 recruitment regulated the expression of genes involved in compulsive behavior

Epigenetic mechanisms that include posttranslational modifications of histone residues participate in the regulation of the expression of plasticity genes that might be responsible for SUD development [26, 97–100]. Histone deacetylases, including HDAC2, that remove acetyl groups from histone residues participate in the regulation of genes that are involved in memory formation and synaptic plasticity [101]. Because HDACs participate in the behavioral manifestations observed in SUD models in animals [26, 102, 103] and in the regulation of the expression of METH-induced immediate early genes in the nucleus accumbens [59], we had reasoned that HDAC2 might regulate the expression of some of the genes identified in the RNA sequencing analysis.

To test the idea, we ran ChIP-PCR to analyze HDAC2 recruitment at some of the mRNAs that we had validated by qPCR. We found that the expression of several trophic factor-related genes including *Bdnf, TrkB, Fgf1, Fgf2* and *Vegfa* showed evidence of regulation by HDAC2 binding at their promoters. Specifically, we found significant increases in HDAC2 binding at the BDNF promoter (see Fig. 6D) and marked decreases in *Bdnf* mRNA levels in the dorsal striatum of AS rats that remained sensitive to the effects of punishment throughout the experiment (see Fig. 5M). The present observations are consistent with those of Guan et al. (2009) who had reported that *Bdnf* expression was regulated by HDAC2, with loss of HDAC2 causing increased *Bdnf* expression in the mouse brain [104]. Moreover, blocking endogenous BDNF expression in nucleus accumbens reduces cocaine SA and relapse [105]. Partial knockout of BDNF also attenuated cocaine seeking behavior in rats [106]. Altogether, these observations support targeting BDNF expression as a potential treatment strategy against MUD.

In addition, we found decreased HDAC2 recruitment at the TrkB promoter which was associated in increased *TrkB* mRNA expression in both compulsive (ASR and DSR) groups. Similar observations were made for *Fgf1* that shows increased mRNA expression in both compulsive (ASR and DSR) rats. Taken together, these data support the involvement of HDAC2 which is known to regulate synaptic plasticity as well as learning and memory processes [101, 104, 107] in regulating the expression of genes that appear to be important in the maintenance of compulsive METH taking in the presence of adverse consequences.

## Conclusion

Our study reports, for the first time shows, that some animals that had initially suppressed their METH intake during a first round of footshocks became resistant to the effects of a second round of punishment. Rats that were resistant to footshocks throughout the experiment showed more incubation of METH craving than other rats. RNA sequencing analysis identified increased expression of some genes including *Rab37* and *Dipk2b* in persistent resistant rats, with their expression showing positive correlation to lever pressing during relapse tests. We also identified increased expression of *Kcnk16*, *Cfap43*, *DnaH1*, *DnaH7*, and *DnaI2* in always sensitive animals. ChIP-PCR identified HDAC2 as a regulator of *Bdnf, TrkB*, and *Fgf1* mRNA levels. Thus, our data are of significant interest because they provide a model that is relevant to the clinical transition from recreational drug taking to compulsive drug taking and addiction that occur with different time courses in human METH users. The RNA sequencing data also identified potential targets for pharmacological interventions against MUD.

## Supplementary information

Supplementary file

## Data Availability

The RNA sequencing data have been deposited at the NCBI GEO under the accession # GSE220896. All other data generated in this study, including PCR, CHIP-PCR, Excel spreadsheets, and GraphPad files, are available upon reasonable request to the corresponding author via email.

# Supplementary material for: Incubation of methamphetamine craving in punishment-resistant individuals is associated with activation of specific gene networks in the rat dorsal striatum
**Source:** Mol Psychiatry. 2024 Feb 14;29(7):1990–2000. doi: 10.1038/s41380-024-02455-2
**Supplement:** Supplementary file 1 — Supplementary file

**SUPPLEMENTARY FILE**

Incubation of methamphetamine craving in punishment-resistant individuals is associated with activation of specific gene networks in the rat dorsal striatum.

Atul P. Daiwile, Michael T. McCoy, Bruce Ladenheim, Subramaniam Jayanthi, and Jean Lud Cadet*

**SUPPLEMENTARY TEXT:**

1. **Intravenous surgery**

After the rats were anesthetized with ketamine and xylazine (50 and 5 mg/kg, i.p., respectively), one end of a silastic catheter was placed in their right jugular veins while the other end of the catheter was attached to a modified 22-gauge cannula. This was mounted to the backs of the rats. After the surgery, rats were injected with meloxicam (1 mg/kg, s.c.) to relieve pain and were allowed to recuperate for 5 to 7 days before the start of self-administration (SA). During the recovery and training phases, catheters were flushed with sterile saline and gentamicin (0.05 mg/kg) after every 24 hours.

1. **METH Self-administration**

Male rats were trained in SA chambers (30 × 20 × 20 cm) which were located inside sound-attenuated cabinets and equipped with retractable active and inactive levers above (8.5 cm) the grid floor. Rats were housed in SA chambers where they had free access to food and water throughout the experiment. Rats used in the experiment were drug-naïve and not food-trained before the start of SA experiment. Before the start of the behavioral experiments, rats were randomly assigned to either saline (n = 12) or METH (n = 26) groups. Rats were trained to self-administer METH-HCl (0.1 mg/kg/infusion) for three 3-hr sessions/day separated by a 30-minute off interval between each session for 22 days under a fixed-ratio-1 (FR-1) schedule with 20-second timeouts between each infusion. Presses on the active lever, which also was paired with 5-second compound tone-light cue, triggered the infusion pump to deliver METH (0.1 mg/kg/infusion) over 3.5 seconds (0.1 mL/infusion). After each 3-hour session, the active lever was retracted, and the red house light was turned off. Rats were trained to self-administer METH for 5 days a week with weekends off. During the 2 weekend days, rats lived in the SA chambers, but their intravenous SA lines were disengaged from METH infusion pump assembly. Rats that self-administer saline were treated in a similar way.

During the foot-shock punishment phase, rats continued METH SA every day (three 3-h sessions/day separated by 30 min off intervals) under the FR-1 with 20-second timeout (reinforcement schedule that was used during training). For METH trained rats, 50% of the reinforced active lever-presses also resulted in the simultaneous delivery of a 0.5-s footshock through the grid floor. We set the initial footshock at 0.18 mA, then at 0.24 mA for one day at each intensity. We then increased the intensity to 0.30 mA for next three days and then to 0.36 mA for last 3 days (a total of 8 punishment days). The always shock-resistant (ASR) and shock-sensitive (SS) rats were separated as per our previous published study (29). Specifically, animals were classified as shock-sensitive if they reduced their intake by 60%. Control rats did not receive footshocks.

After 22 days of training phase and 8 days of punishment phase, rats were individually housed in the animal vivarium with no access to METH. They were then tested for cue-induced drug seeking on withdrawal days 1 (WD1) and 15 (WD15). Each morning of the test days, rats were brought back to their respective SA chambers. Each drug seeking test consisted of a 3-hour session, during which presses on active lever continued to present tone and light cues previously paired with METH infusions but did not result in a drug infusion. All rats tested on WD1 were also tested on WD15.

1. **RNA Sequencing**

RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA) by Genewiz. The RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina using manufacturer’s instructions (New England Biolabs, Ipswich, MA, USA). Briefly, mRNAs were initially enriched with Oligo d(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were clustered on three flowcell lanes. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the Control software. Raw sequence data (.bcl files) generated from the sequencer were converted into fastq files and de-multiplexed using Illumina's bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification. After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner uses a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. On an average RNA sequencing resulted in 38229310 number of reads per sample and an average yield per sample was 11469 “Magabases” with bases scoring per sample was Q30 and above (on an average 94). Further, RNA sequencing raw data was mapped to the Rnor6.0 reference genome. After mapping per sample, average total reads were 37756176, total mapped reads were 36666331, percentage of total mapped reads were 97%, unique mapped reads were 33859707, and percentage of unique mapped reads were 90%. 

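The deposited counts on genes come to a mean of 23454552 per library. The paper's reported mean depth per rat is 33859707 uniquely mapped reads, of which the counts on genes are 69.3%. The values given beside the results use the counts on genes. The files list 32552 genes, of which 25593 had at least 1 count in some library. The 35 genes of the mitochondrial chromosome took from 11.65% to 19.58% of the counts of a library, and those on the Y chromosome made up from 156.7 to 194.4 CPM. TMM factors lay between 0.93 and 1.05.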

Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, it was used for downstream differential expression analysis. DESeq2 was used for evaluation of gene expression between six different comparisons. The Wald test was used to generate p-values and log2 fold changes. Genes with an p-value < 0.05 and log fold change > 1.5 were called as differentially expressed genes for each comparison. Identified genes were further mapped with Qiagen Ingenuity Pathway software and Database for Annotation, Visualization, and Integrated Discovery (DAVID) was used to generate functional annotation and clustering for significantly differentially expressed genes.

1. **Chromatin immunoprecipitation (ChIP)**

Fresh frozen tissues from the dorsal striatum (dSTR) were minced to approximately 1 mm sized pieces and instantly cross-linked with 1% formaldehyde for 15 min at room temperature. After 15 min, glycine (concentration of 0.125 M) was added to stop the cross-linking reaction, tissues were centrifuged at 1000g, and supernatant was then discarded. Tissues were then washed 5 times with cold PBS containing a protease inhibitor cocktail (Roche) and 1 mM PMSF (Sigma). After the washes, tissues were quickly frozen on dry ice. The fixed dSTR tissues were resuspended in SDS lysis buffer containing a protease inhibitor cocktail (Roche) and 1 mM PMSF (Sigma) and homogenized twice for 10 s using branson sonifier 450. Each tissue sample was then transferred to TPX plastic tube (Diagenode) and sonicated (15 cycles, 30″ ON and 30″ OFF) in the Diagenode Bioruptor device. After sonication, DNA fragmentation sheared range of 300–600 bp was checked on 2 % agarose gel. Dynabeads magnetic G beads (Life Technologies) were incubated with 5 μg of ChIP antibodies directed for HDAC2 (Thermofisher, # PA1861). As a control, dSTR tissues were also incubated with 5 μg nonimmune rabbit IgG (Millipore, 12–370) overnight at 4 °C. Chromatin lysate (60 µg) was diluted in ChIP dilution buffer (Millipore) to a final volume of 1.5 mL, and 100 μL of the pre-immunoprecipitated lysate was saved as “input” for later normalization. The chromatin lysate was then mixed with antibody/magnetic beads and immunoprecipitated with a HDAC2 antibody overnight at 4 °C. On the next day, beads were washed once with low salt, then with high salt followed with LiCl, and Tris-EDTA according to the manufacturer’s instructions. 500 μL of NaHCO3/SDS elution buffer was used to elute the DNA-protein complexes from the beads. We dissociated DNA and protein complex at 65°C for 4 h under high-salt conditions, followed by treatment with RNase A for 30 min at 37 °C and proteinase K for 1 h at 55 °C. Phenol/chloroform was used to extracted DNA and precipitated with ethanol, and finally resuspended in 80 μL of 10 mM Tris pH 8.0.

1. **Statistical Analyses**

Behavioral data were analyzed with the statistical program GraphPad Prism 9 using factorial ANOVA with repeated measures. For the first 22 days of the first training phase, the dependent variable was numbers of infusions on training days; the independent variables were between-subject factors (saline and METH), within-subject factor (training days) and their interaction. If the main effects were significant (p < 0.05), Fishers protected least significant difference (PLSD) tests were used to compare reward types on each training day while maintaining an overall type I error rate of 0.05. For the first shock phase, the dependent variable was numbers of infusions on training days; the independent variables were between-subject factors [always shock-resistant (ASR) and shock-sensitive (SS)], within-subject factor (training days) and their interaction; these analyses were followed by Fishers PLSD post-hoc test. Data from the first relapse test were also analyzed using ANOVA: the dependent variable was active lever presses on withdrawal days 1 and 15 and the independent variables were group (saline, ASR and SS), withdrawal day (1 and 15) and their interaction; these analyses were followed by Fishers PLSD post-hoc tests when significant.

During the second contingent shock phase, 36% (n=5) of the SS rats did not suppress their METH intake to the same degree that they did during the first foot-shock phase; we labeled these animals ‘delayed shock-resistant (DSR)’ rats. The rest of SS rats suppressed their METH intake as before and were labeled ‘always sensitive (AS)’. The initially compulsive rats continued to self-administer METH in a compulsive fashion and were labeled ‘always shock-resistant (ASR)’.

Linear regression analyses were performed to identify any potential correlations between the active lever press on WD15 and METH intake or mRNA expression. The slopes of all the regression lines were calculated using one-way ANOVA.

mRNA and ChIP-PCR data were analyzed using one-way ANOVA followed by Fishers PLSD test. For all analyses, the null hypothesis was rejected at P ≤ 0.05.

**Supplementary Table 1. List of primers used for quantitative PCR**

|  | **RT qPCR Primers** | | |
| --- | --- | --- | --- |
| Sr. No. | Gene Name | Forward Primer | Reverse Primer |
| 1 | *Avp* | CCG AGT GTC GAG AGG GTT TTT | CAG AAT CCA CGG ACT CTT GTG T |
| 2 | *Bdnf* | AGT GTA ATC CCA TGG GTT ACA CGA | CAG GAA GTG TCT ATC CTT ATG AAC CG |
| 3 | *Cartpt* | TGG GAA GAA GAG GGA CT | TAA TTT GCA CAT GCT TCC A |
| 4 | *Cfap43* | ACA AGA AAA TGG AGA TGG AGA TGG A | CCT CGT AGT TGG GTT CAT TTA GGT A |
| 5 | *Cfap44* | ATA CTG AGG ACA AAA GCG TTC TCT | TAA AAG CCA TCT CCC AGA ACT TGA |
| 6 | *Dipk2a* | AAA TAG CAC TGG CAA AAC TAA ACC A | ATG GTA TCC CAA TCT CCA AAG TGA A |
| 7 | *Dipk2b* | GAT ATG CTG AAG TAG TTG ATG CTG G | CTG CTT GGC TGG CAG GAA TCT A |
| 8 | *DnaH1* | ACT ACG TCA TTG CTG TAG AGA TCC | AGC AGG ACT TAC TGG AGA ACT TT |
| 9 | *DnaH7* | ATA AGC TAG AGA AGG CCT TCC ATG | TTA CAG ATC ACT TGG ACA AGA GGG |
| 10 | *DnaI2* | ACA GGT GAA GAT GAC ATG GAT GAA | GAA ACT CAA CTT TGC GCT TTT CAG |
| 11 | *Fgf1* | AGA AAG CCA TCT TGT TTC TC | GAA GCA CTG CTT ACA AAT TCA |
| 12 | *Fgf2* | GAT CCC AAG CGG CTC TA | ACA CTC CCT TGA TGG ACA |
| 13 | *Foxn3* | ACA AAG AGA GGA GTC AGA GTA TTG G | TCA CTC CTG GAG AAA CTT GCA GAA |
| 14 | *Hcrtr1* | CAT GCT CAA GAG AGC AG | CAG GGA GGG CCT ATA AT |
| 15 | *Hcrtr2* | CCG AAA GAA TAT GAG TGG G | GCA GGT GAT GGT CAC AA |
| 16 | *Kcnk16* | TGC CAT CTT AAT GTA GTA ACG GGA | GCT ACC TAG TAC GGA CCT GTT AAG |
| 17 | *Mybpc1* | ATC ACC TGG ATG AAA AAC AAA GTG G | CTT ACT GTG CTA CAA CTT TCA CCT C |
| 18 | *Mybpc3* | AAG ACT ATA ACA CAG GGG AAG AAG G | ACA CAA CAG CTT CTT ATC AAA CAC C |
| 19 | *Ngf* | GGT ACA ATC TCC TTC AAC AGG ACT | GAC ACT GTC ACA CAC TGA AAA CTC |
| 20 | *p75ntr* | GGC CTA TAT TGC TTT CAA GA | TAC TGT AGA GGT TGC CAT CA |
| 21 | *Rab37* | AGC ATG TCC TAC ACA AGA CCA TT | GGT CGA ACT GAA CCA GTA GAG ATG |
| 22 | *Tgfa* | GCT GGG TAT CCT GGT AG | CAA TAC TGA GTG TGG GAA T |
| 23 | *Tgfb1* | AAA GAC ATC ACA CAC AGT | CCA GGA ATT GTT GCT ATA TTT |
| 24 | *Tnf* | GGC ATG GAT CTC AAA G | CTC CGT GAT GTC TAA GTA |
| 25 | *Tnfsf8* | GGA ACC CAG AGAAAC AAA ACT GAA A | TCC ACA CCT GAT TCT ATT TGA CCA T |
| 26 | *TrkA* | TGA GCA GGG ACA TCT ACA | TCC ACA CAT CAC TCT CG |
| 27 | *TrkB* | CAG AGA GCA TCA TGT ACA G | CAC CTC GTT GTT TGA TAG |
| 28 | *TrkC* | ATC ATG TAC CGG AAG TTT ACC ACA | AAT GAC CTC TGT GTT AGA GAG CTG |
| 29 | *Vegfa* | TGA ACT TTC TGC TCT CTT GGG T | TTC ACC ACT TCA TGG GCT TTC T |
| 30 | *Vip* | GGC TGT GAA GAA ATA CTT GAA CTC C | ACC CTT CTC ATC ATT TCT CTA GCT C |
|  | **ChIP PCR Primers** | | |
| Sr. No. | Gene Name | Forward Primer | Reverse Primer |
| 1 | AVP | CTG CTC AGA CAA GGT TTC CC | TCA CCT CTG CCT GCT ACT |
| 2 | BDNF | AAC AAG AGG CTG TGA CAC TAT GCT C | CAG TAA GTA AAG GCT AGG GCA GGC |
| 3 | FGF1 | CAC TCA CCA GGT CAG ATG CTG GTT C | GTT TTG GTG CTT ACC ACA GCA GCA G |
| 4 | FGF2 | ATC CCT CCC CAG TTC AGT TCC TTC T | TGC AAC TTT CTC CCT TCC TGC CTT T |
| 5 | HCRTR2 | GAG GTG ACA ACC CTT CTG GA | GAG GGA ATA CCT ACA CCC GAA A |
| 6 | TrKB | CAA CTG CGG TAG CAG GAC AGT | GTC ACT TCG CCA GCA GTA GC |
| 7 | VEGFa | CCT GGG AAA GGA AAT TGC CCT CAC T | CCT TAC CAG GGT CCA TAG CCT GAG A |
| 8 | VIP | TTG ACA CCT TGG GGA AAA GAG GAA T | GTA CTG AGC TGG GTG TGT GAT GCT T |

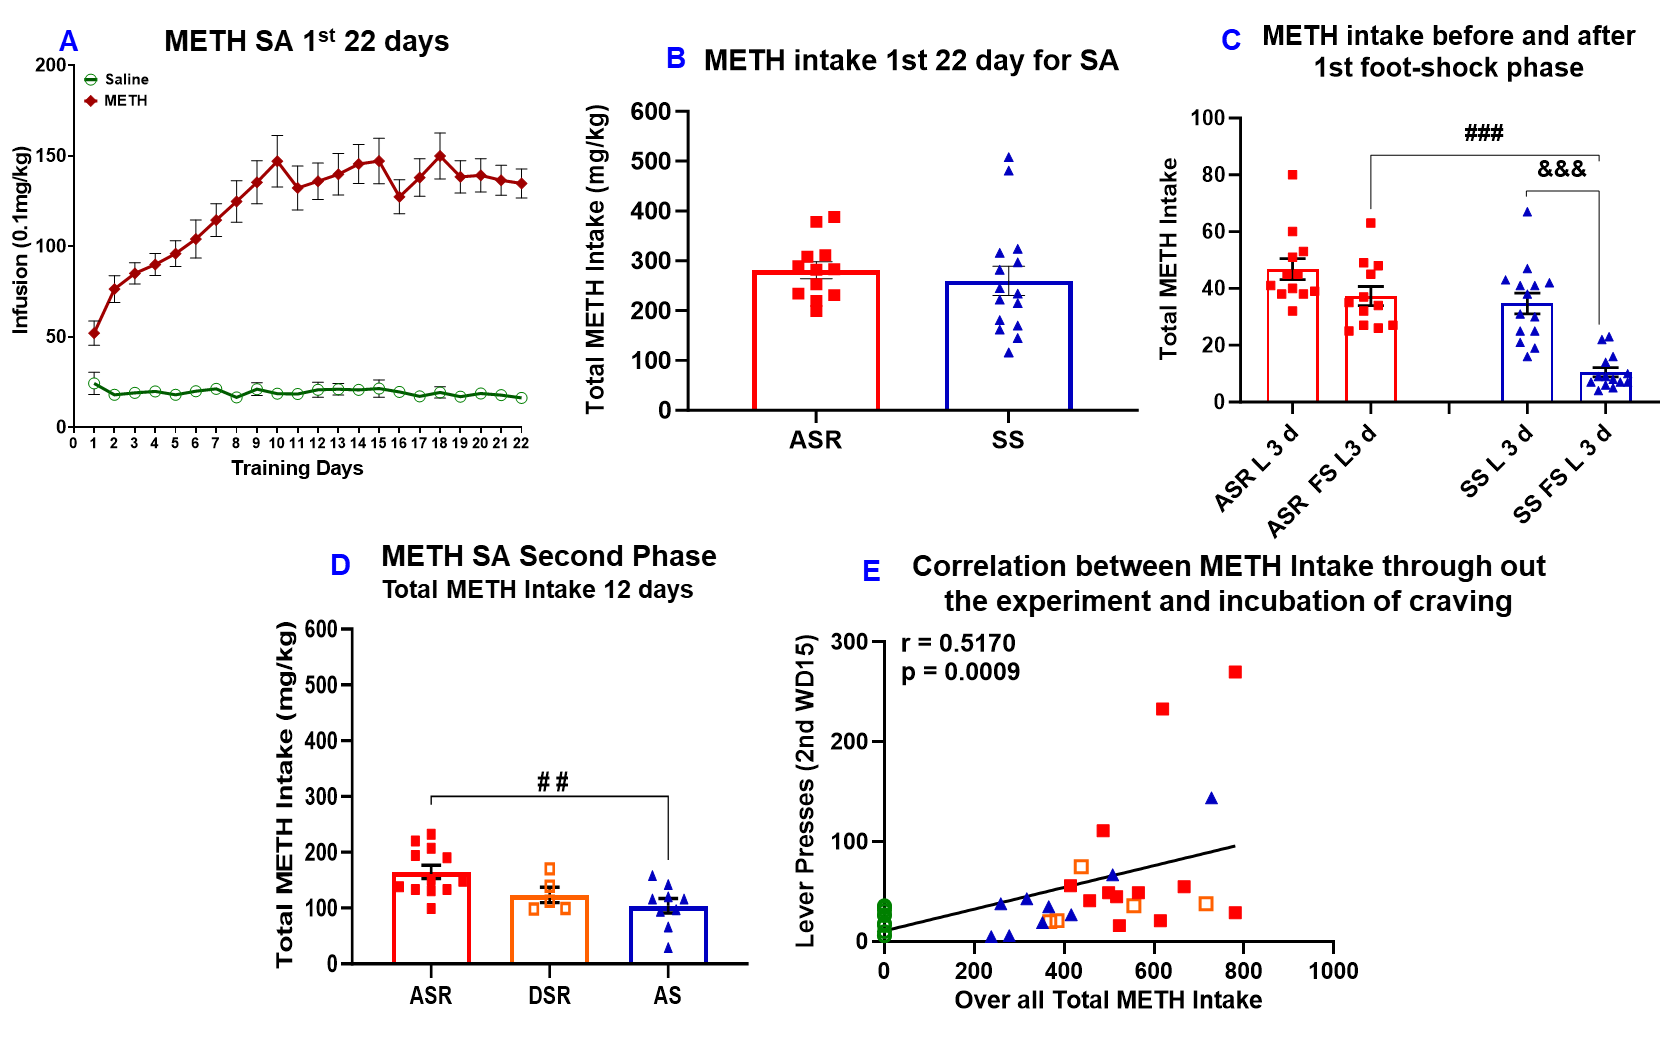

Supplementary Fig. 1. A) Patterns of saline (CT) or METH SA during 22 days of SA training. Total METH intake by ASR and SS rats B) during 22 days of SA and C) during the last 3 days of METH SA training in contrast to METH intake during the last 3 days of the first foot-shock phase. D) Total METH intake by ASR, DSR, and AS rats during the second set of METH SA over 12 days. E) Regression analysis revealed significant a positive correlation between total METH intake during the whole behavioral experiment and active lever responding during the second set of drug METH seeking tests on WD15. Key to statistics is as described in Fig. 1 in the main text.

**
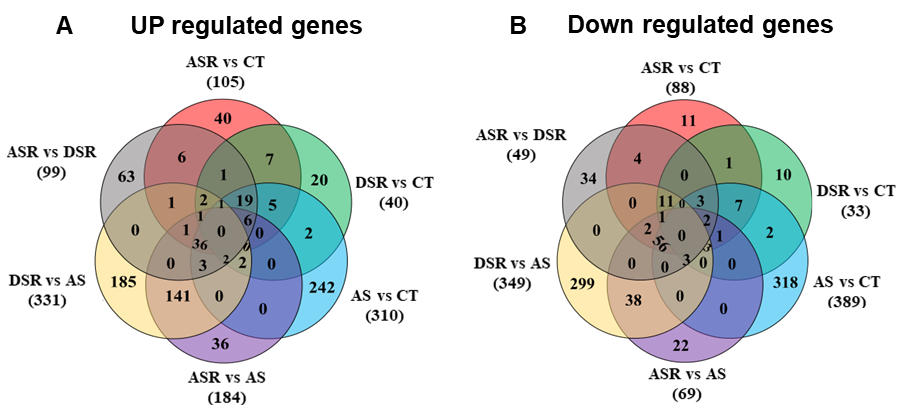
**

**Supplementary Fig. 2.** The Venn diagram in **Figure A** shows genes with higher expression in the groups represented in the numerator whereas the one in **Figure B** illustrates genes with lower expression in the numerator of the 6-pairwise comparisons. For these comparisons, we used more stringent 1.5-fold cut-offs than those used to generate the Volcano plots in Figure 2 in the main text. These genes were used in the hierarchical clustering heat-map shown in Figure 2I.

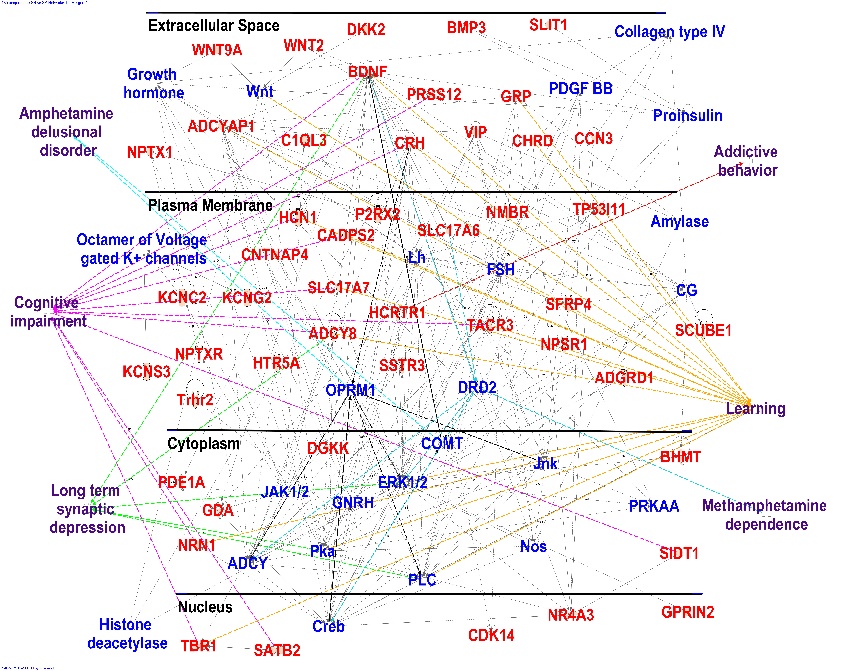

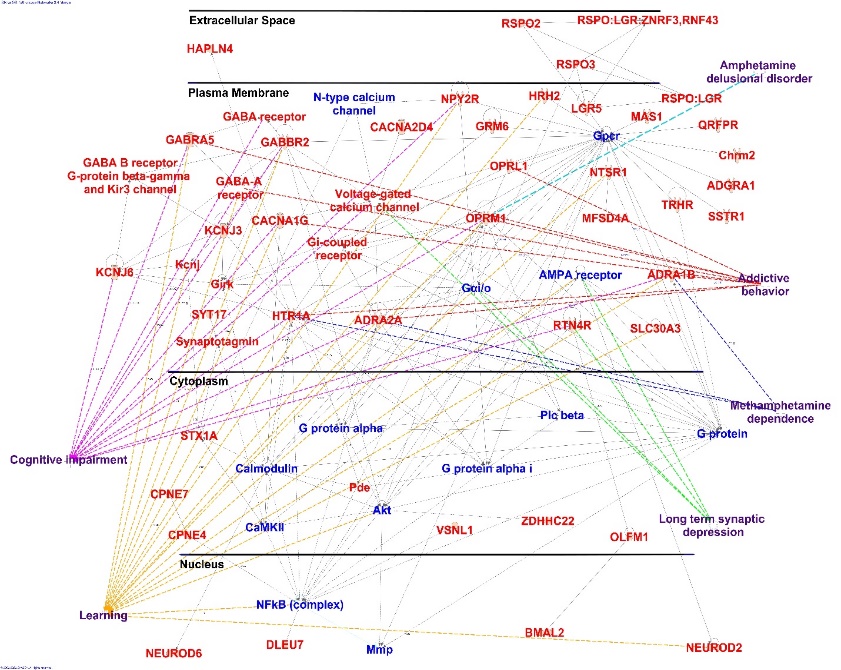

**A**

**B**

**Supplementary Fig. 3. Figures A and B** illustrate 2 IPA analyses using 180 unique genes in the ASR vs AS comparison (see Venn diagram in Fig. 4A in the main text). These genes are involved in processes that mediate learning, cognition, addictive behavior, and METH dependence. The results depicted in these figures are consistent with the idea that several genes can be impacted by rewarding substances, including cocaine, heroin, and morphine, to cause substance use disorders and their neuropsychiatric consequences (see Browne et al., 2023; Campbell et al., 2021; Mews et al., 2023; Mayberry et al., 2022). The red-colored names are genes with higher expression in the dorsal striatum of ASR rats in comparison to the AS rats whereas the blue-colored genes represent their interacting partners according to IPA.

**
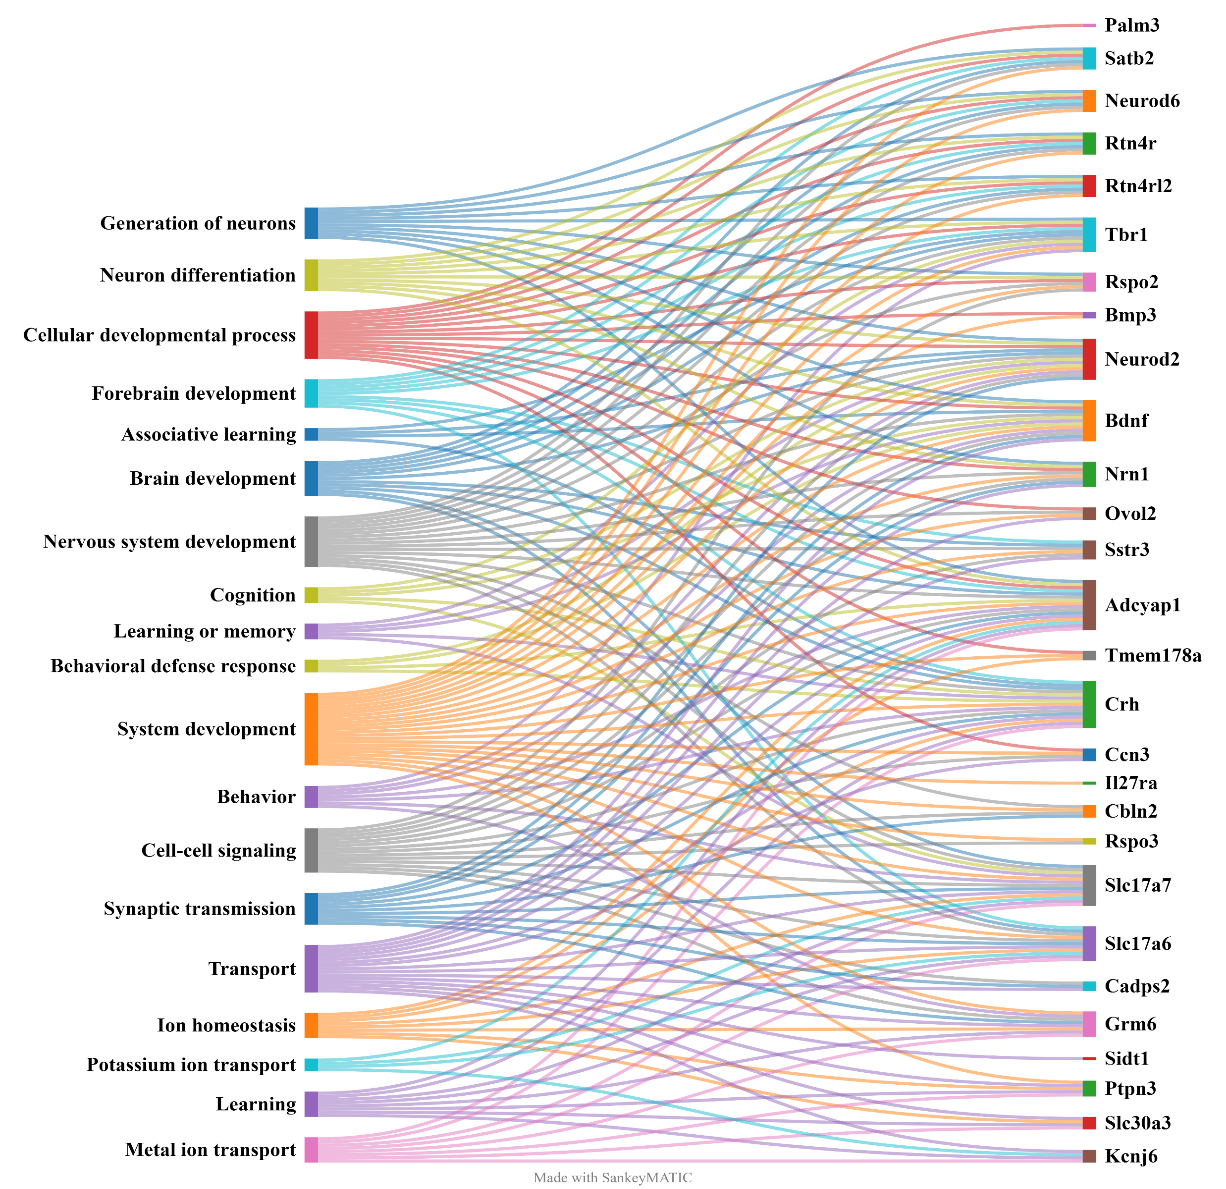
**

**Supplementary Fig. 4.**  The Sankey diagram illustrates the different biological processes for 28 shared genes in higher expression in the ASR and DSR in comparison to the AS phenotype (See Fig. 4C in the main text).

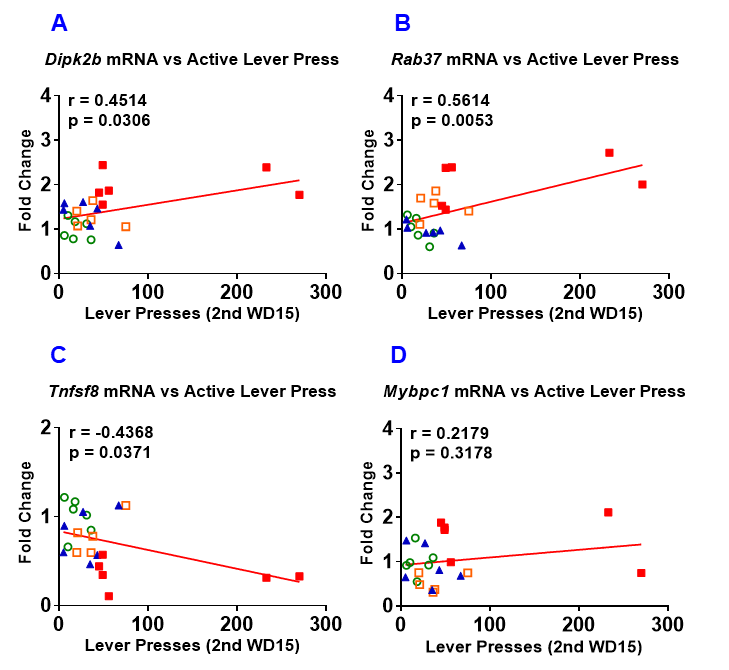

Supplementary Fig. 5. Regression analysis between active lever responding on 2^nd^ WD15 and Fold Change for A) *Dipk2b*, B) *Rab37*, C) *Tnfsf8*, and D) *Mybpc1*.

How the deposited data were processed for this re-analysis (not part of the article)

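RNA from the dorsal striatum of 23 rats (6 CT, 6 ASR, 5 DSR and 6 AS) was analysed from the authors' deposited counts. The authors trimmed paired-end reads with Trimmomatic, mapped them to Rnor6.0 with STAR, and counted uniquely mapped reads in exons of Ensembl genes with featureCounts. The deposited values are raw counts per gene and library, without normalization, for 32552 genes. Group and rat code were taken from the sample labels and the group definitions of the paper. Library totals ranged from 18967015 to 28137676 counts, with a median of 23069812. The fold changes of lowly expressed genes therefore carry counting error as well as differences between rats.

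Computed here from the counts were TMM factors, CPM, log2 fold changes and p-values, in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 16275 genes. All 4 groups entered one quasi-likelihood fit, each of the 6 comparisons was a contrast in that fit, and adjusted p-values are Benjamini-Hochberg values over the genes tested in a comparison. The comparisons AS vs ASR and AS vs DSR in the paper are mirrors of ASR vs AS and DSR vs AS. Gene sets were formed with the paper's threshold of at least 1.5-fold change and an unadjusted p under 0.05. The lists of 50 genes took the largest log2 fold changes among genes with an unadjusted p under 0.05. Tests on single genes between 2 groups were two-sided exact permutation tests on log2 CPM with a prior count of 2. Standard errors are those implied by the log2 fold change and the F statistic of the quasi-likelihood test.

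The design, the alternatives and the rule for naming genes were fixed before the data were examined. That rule asked for genes that the paper names as changed or measured, and for the genes with the smallest p among those with an adjusted p under 0.05, at least 1.5-fold change and a symbol. The files do not pair identifiers with gene symbols. The reference table of gene names held 0 rows with an Ensembl identifier, so no match to it was possible. The rule therefore selected no gene. The genes the paper names, the genes of its network figures, the marker lists of tissues and cell types, and the alternative with marker scores as covariates were not analysed here. The 5 identifiers printed were chosen after their values were seen. No rat code is shared between groups, so no paired fit was made.

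The test was checked on simulated counts drawn from the means and library sizes of these libraries, in which 200 of 16275 genes were changed. At an adjusted p under 0.05, edgeR recovered 165 of the 200 genes in AS vs CT (82.5%, with 3 false calls), 167 in ASR vs AS (83.5%, with 7) and 168 in DSR vs AS (84%, with 14). DESeq2 recovered 170, 170 and 171, with 20, 25 and 32 false calls. The simulated genes vary independently of one another, which genes in tissue do not. The simulated changes were at least 1.5-fold. The real genes with an unadjusted p under 0.05 had smaller median absolute log2 fold changes. These were 0.312 in AS vs CT, 0.301 in ASR vs AS and 0.327 in DSR vs AS. The recovery therefore does not tell how many changes of that size the test would find.

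The alternatives were DESeq2 1.42.0 on all groups and on only the 2 groups compared, edgeR on only the 2 groups compared, RLE factors, no filter on low counts, the cohort number as a covariate, a log2 fold change over 1.5, each cohort by itself for single genes, and each rat left out in turn. DESeq2 on 2 groups with no filter on low counts was added after the data were seen. For every count of genes from the edgeR fit of all groups, 100 groupings of the same rats, the real one included, were refitted with edgeR. The counts under the alternatives, those of DESeq2 included, were not refitted on other groupings. For counts that share the AS libraries, the 17 rats outside the AS group were also regrouped 100 times against the same AS rats.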

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

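The tests in this part were chosen after the results were seen. Each of 12 measures was looked at in each of the 4 groups, and 4 of the 48 sets of values held a rat far from the others of its group, where chance gives about 2.4.

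AS rat Grp7-R1 had 19.58% of its counts on mitochondrial genes, against 11.92% to 13.29% in the other AS rats, and 20.19% of its counts on the 10 genes with most counts, against 12.93% to 15.15%. These 2 values share most of their counts and are one observation. Without this rat, 3664 genes had an unadjusted p under 0.05 in DSR vs AS, against 4111 with it, and with the mitochondrial share of each library as a covariate there were 4110. These counts argue against the rat, or the mitochondrial share, as the whole source of the differences between DSR and AS rats. Why this library differs was not tested, and no biological explanation was tested.

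CT rat Grp7-R6 had 20398 genes with at least 1 count, against 20024 to 20122 in the other CT rats. Its total of 22739343 counts lies within the range of the CT group, so it did not have the most counts among them. The number is within the range of the ASR and DSR groups. No technical or biological explanation was tested.

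ENSRNOG00000016432 was at 2.395 CPM in AS rat Grp7-R9, against 1.056 to 1.375 in the other AS rats. Its log2 fold change in DSR vs AS was -1.04 with this rat and -0.83 without it. The gene was picked for its small p in this comparison, so a high AS value is favoured by the choice, and no further explanation was tested.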

How the results depend on the processing

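Of the 195 counts of genes computed under alternatives other than leaving out a rat, 136 stayed within 1.5 times of the reported count and 59 did not. Of 45 log2 fold changes of the 5 printed genes under such alternatives, 43 kept their direction and their side of an unadjusted p of 0.05, 2 were weaker and 0 reversed. The 2 were those of ENSRNOG00000042149 within each cohort by itself, where fewer rats enter. RLE factors moved no count beyond 1.5 times. Except where the setting itself explains a change, the cause was not tested. No paired analysis was possible because no replicate code is shared between groups. The alternative with marker scores as covariates was not run.

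With DESeq2 on all groups, the genes with an adjusted p under 0.05 went from 0 to 884 in AS vs CT, 726 in DSR vs AS and 1 in ASR vs DSR. With DESeq2 on only the 2 groups compared they were 15 in ASR vs CT, 1 in DSR vs CT, 923 in AS vs CT, 21 in ASR vs AS and 1768 in DSR vs AS, and the genes of Fig. 4E were 33 (higher in AS rats in all 3 comparisons) and 10 (against ASR and DSR rats only). These DESeq2 counts were not compared with random groupings of the rats. In these comparisons edgeR had 800, 753, 3483, 1408 and 4111 genes with an unadjusted p under 0.05. With edgeR on only the 2 groups, 1 gene had an adjusted p under 0.05 in ASR vs CT, and the genes of Fig. 4E were 30 and 15. With the cohort as a covariate, 3 genes were higher in ASR rats in all 3 comparisons of Fig. 4A.

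Without the filter on low counts more genes are tested, many of them with few counts. Genes with an unadjusted p under 0.05 were then 1223 in ASR vs CT, 1150 in DSR vs CT and 1106 in ASR vs DSR. Those with at least 1.5-fold change were 657 in ASR vs CT, 555 in DSR vs CT, 1301 in AS vs CT, 799 in ASR vs AS, 1418 in DSR vs AS, 540 in ASR vs DSR and 3266 in the union. Fig. 4A had 254 genes only against CT, 192 only against DSR, 417 only against AS and 14 in all 3, Fig. 4C had 8 shared genes, and Fig. 4E had 41 and 30. With a log2 fold change over 1.5, a stricter threshold, the counts were 4 in ASR vs CT, 6 in DSR vs CT, 63 in AS vs CT, 26 in ASR vs AS, 64 in DSR vs AS, 4 in ASR vs DSR and 107 in the union, 2, 2, 21 and 0 in Fig. 4A in the same order as above, and 0 and 2 in Fig. 4E.

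DESeq2 on 2 groups with no filter on low counts, chosen after seeing the data, gave 342 genes with at least 1.5-fold change in ASR vs CT, 195 in DSR vs CT, 468 in ASR vs AS and 226 in ASR vs DSR. Genes with an adjusted p under 0.05 were 15 in ASR vs CT, 1 in DSR vs CT, 918 in AS vs CT, 21 in ASR vs AS and 1765 in DSR vs AS. Fig. 4A had 145 genes only against CT, 96 only against DSR and 5 in all 3, Fig. 4C had 9, and Fig. 4E had 38 and 15.

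Across the 23 fits that each left out one rat, 53 of 598 counts moved beyond 1.5 times. Genes with an unadjusted p under 0.05 ranged from 563 (without ASR rat Grp7-R4) to 1261 (without CT rat Grp7-R5) in ASR vs CT, from 613 (CT rat Grp8-R11) to 1198 (CT rat Grp8-L11) in DSR vs CT, from 939 (AS rat Grp7-R2) to 2201 (AS rat Grp7-L10) in ASR vs AS, from 2368 (DSR rat Grp7-R7) to 5281 (DSR rat Grp8-L9) in DSR vs AS and from 337 (DSR rat Grp7-R7) to 1862 (DSR rat Grp8-L9) in ASR vs DSR. In AS vs CT they ranged from 2407 to 4763, within 1.5 times. Those with an adjusted p under 0.05 ranged from 0 to 1325 (without CT rat Grp7-R5) in AS vs CT, where 7 of the fits gave any, and from 0 to 1978 (without DSR rat Grp8-L9) in DSR vs AS, where 2 did. In the other comparisons they stayed at 0. Genes with at least 1.5-fold change ranged from 113 (AS rat Grp7-R1) to 183 (DSR rat Grp8-L9) in DSR vs CT, from 566 (CT rat Grp8-L11) to 1140 (CT rat Grp7-R5) in AS vs CT, from 223 (ASR rat Grp7-L4) to 522 (AS rat Grp7-L10) in ASR vs AS, from 462 (DSR rat Grp7-R7) to 1443 (DSR rat Grp8-L9) in DSR vs AS and from 104 (DSR rat Grp7-R7) to 430 (DSR rat Grp8-L9) in ASR vs DSR. In ASR vs CT (161 to 257) and in the union (1173 to 1926) they stayed within 1.5 times. In Fig. 4A, genes only against CT ranged from 77 to 138 (without CT rat Grp7-R5), only against DSR from 40 to 311 (without DSR rat Grp8-L9), only against AS from 133 to 394 (without AS rat Grp7-L10) and in all 3 from 0 (without CT rat Grp7-R5) to 7 (without ASR rat Grp7-R10). The genes shared in Fig. 4C ranged from 20 to 40, within 1.5 times. In Fig. 4E, genes higher in all 3 comparisons ranged from 8 (without ASR rat Grp8-R7) to 37 (without ASR rat Grp7-R4), and those against ASR and DSR rats only from 3 (without DSR rat Grp7-R7) to 14 (without ASR rat Grp7-R4). Of 115 log2 fold changes of single genes, 5 were weaker, all of ENSRNOG00000042149, whose log2 fold change ranged from 0.59 to 0.80.

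Whether depth limits the lowly expressed genes was not tested for the genes of Fig. 4C. The 29 genes shared in Fig. 4C had a median of 0.943 CPM, and 8 genes were shared without the filter on low counts.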

Differences from the paper's values

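For genes higher in AS than in CT, ASR and DSR rats (Fig. 4E), 15 were found against the paper's 71. None of the alternatives set before the data were examined came within 1.5 times of the paper's value, nor did any of the 23 fits that each left out one rat. The closest of them were 41 genes without the filter on low counts, 37 without ASR rat Grp7-R4, 33 with DESeq2 on only the 2 groups compared and 30 with edgeR on only the 2 groups compared. DESeq2 on 2 groups with no filter on low counts, chosen after seeing the values, gave 38.

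For genes higher in AS than in ASR and DSR rats only (Fig. 4E), 6 were found against 30 in the paper's text. The caption of Fig. 4 gives a slightly higher number. Without the filter on low counts the number found here was 30, the value of the paper's text. An equal number does not show that the genes were the same. The same setting did not bring the other set of Fig. 4E within 1.5 times of the paper's value. The other alternatives set before the data were examined did not come within 1.5 times of it, and none of the 23 fits without one rat did.

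For genes at least 1.5-fold higher in DSR vs CT, 67 were found against about 40 in Supplementary Fig. 2, read by eye. Of the alternatives set before the data were examined, DESeq2 on all groups came within 1.5 times of that value, with 60 genes, as did 1 of the 23 fits without one rat, and the others did not.

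For genes at least 1.5-fold lower in DSR vs CT, 50 were found against about 33 in Supplementary Fig. 2, read by eye. Of the alternatives set before the data were examined, DESeq2 on 2 groups with 42 genes, edgeR on 2 groups with 46, the cohort as a covariate with 45, and 6 of the 23 fits without one rat came within 1.5 times, and the others did not.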

Other observations

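The tests in this part were chosen after the counts they bear on had been seen. The first tests of gene length and of cohort were followed by corrections for length and cohort that were chosen after the first results were known, and both are given.

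Groupings of the same rats at random show which counts stand out. In AS vs CT, 3 of 100 groupings of the rats of these groups, the real one included, gave as many genes with an unadjusted p under 0.05 (3483), and 3 gave as many with at least 1.5-fold change. In ASR vs AS the numbers were 3 and 4, and in DSR vs AS 1 and 2. In ASR vs CT, 43 groupings gave as many genes with an unadjusted p under 0.05 and 22 as many with at least 1.5-fold change, in DSR vs CT 43 and 85, and in ASR vs DSR 36 and 47. For genes with an adjusted p under 0.05, all 100 groupings in each comparison gave at least the observed 0, which any grouping must, so this decides nothing. The random groupings gave up to 1598 in ASR vs CT, 96 in DSR vs CT, 2635 in AS vs CT, 1 in ASR vs AS, 753 in DSR vs AS and 862 in ASR vs DSR, with a median of 0 in each. The unadjusted counts of the real groups were from 699 to 4111. With all 23 rats regrouped, 4 of 100 gave as large a union over the 6 comparisons. In Fig. 4A, 18 gave as many genes higher only in ASR vs CT, 41 only in ASR vs DSR, 6 only in ASR vs AS and 88 in all 3. The shared list of Fig. 4C was matched by 2, the genes higher in AS rats in all 3 comparisons of Fig. 4E by 4, and those higher against ASR and DSR rats only by 56. By unadjusted p, the pairwise counts of the 3 comparisons with AS rats were thus rare among random groupings and those among CT, ASR and DSR rats were not. These numbers of groupings were not adjusted for the 6 comparisons. The 3 comparisons share the same AS rats and are not independent of one another. Of the overlaps that involve AS rats, the genes only in ASR vs AS, those higher in ASR rats in all 3 comparisons and those higher in AS rats against ASR and DSR rats only were exceptions, being matched by 6, 88 and 56 groupings.

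Regrouping only the 17 rats outside the AS group asks whether the division into CT, ASR and DSR rats matters to the comparisons with AS rats. Such random groups against the real AS rats gave a median of 2500 genes with an unadjusted p under 0.05 in place of DSR vs AS (22 of 100 gave 4111 or more), of 2857 in place of ASR vs AS (92 gave 1408 or more) and of 2775 in place of AS vs CT (34 gave 3483 or more). The union of the 6 comparisons had a median of 1411, against 1414 for the real groups.

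Several technical explanations were examined for the excess of genes in DSR vs AS, where 4111 genes had an unadjusted p under 0.05. After thinning every library to the smallest total, 4058 did, which argues against depth. With the mitochondrial share as a covariate, 4110 did. The same covariate lowered the count from 3483 to 2986 in AS vs CT and from 1408 to 1364 in ASR vs AS. The first test of gene length found a trend, since 32.3% of such genes in the shortest of 4 equal length classes were higher in DSR rats and 72.6% in the longest. In AS vs CT the share higher in AS rats fell from 57.8% to 36.5%. With the trend of each library against gene length removed, 3961 genes were left in DSR vs AS, 3533 in AS vs CT (3483 before) and 1410 in ASR vs AS (1408 before), so removing it lowered the count slightly in DSR vs AS and not in the other 2. The trend in direction is present, its origin is open, and it does not account for these counts. The first test of cohort correlated the log2 differences of the 2 cohorts across genes. The correlation in AS vs CT was 0.57 (permutation of rats within cohorts, p = 0.0143, adjusted p over the 6 comparisons = 0.0858) and in DSR vs AS 0.40 (permutation p = 0.0867, adjusted p = 0.18). After adjustment neither passed 0.05, so whether the difference between DSR and AS rats holds in both cohorts cannot be told apart from chance with so few rats per cohort. Genes are not independent replicates. With the cohort as a covariate, 3665 genes were left in DSR vs AS. Between the cohorts themselves, 366 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05.

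A candidate explanation for the genes that differ between AS rats and both resistant groups is an axis of variation that rats of every group share. The first principal component of the 17 rats outside the AS group held 28.9% of their variance. On it CT rats ranged from -37.4 to 35.9, ASR rats from -21 to 31.8, DSR rats from -41.1 to 29.6 and AS rats from 11.1 to 38.4. AS rats differed from CT rats (two-sided exact permutation test, p = 0.0368) and from DSR rats (p = 0.0195 by the same permutation test) but not from ASR rats (permutation p = 0.0909), and 5 of the 6 AS rats lay below the highest CT rat. These p-values were not adjusted for the 6 comparisons. The 180 genes at least 1.5-fold changed in the same direction in both resistant groups against AS rats (159 higher and 21 lower) had a mean correlation with one another, oriented by that direction, of 0.467 among the 6 CT rats. In 10000 random lists matched on expression it ranged from 0.0187 to 0.169. The lists were not matched on variance, and such genes may vary more than most, which was not tested. With the axis score as a covariate, the genes with an unadjusted p under 0.05 went from 4111 to 719 in DSR vs AS, from 3483 to 1500 in AS vs CT and from 1408 to 948 in ASR vs AS, where chance gives 814. In DSR vs CT they rose from 753 to 1054, in ASR vs CT they went from 800 to 867 and in ASR vs DSR from 699 to 456. Score and group overlap in these rats, so the covariate also removes differences of the groups, and the axis and the group cannot be told apart here. DSR rat Grp8-L9 and CT rat Grp7-R5, without which 1978 genes in DSR vs AS and 1325 in AS vs CT passed an adjusted p under 0.05 in edgeR's test, have the highest scores of their groups. The trend of each library against gene length, as long minus short genes, was mostly negative at positive scores and mostly positive at negative ones. This relation had exceptions and was not tested. Across genes, axis loading and gene length had a Spearman correlation of -0.07. What the axis reflects is open. Dissection, RNA quality and behavior were not tested, since the files give no measure of the first 2 and no gene symbols for marker genes, and the response to punishment remains an untested biological explanation. By the paper, ASR and DSR rats also took more METH than AS rats during the second footshocks. The comparisons with AS rats therefore do not separate the response to punishment from METH intake.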
